# Distinct Alteration of Gene Expression Programs in the Small Intestine of Male and Female Mice in Response to Ablation of Intestinal Fabp Genes

**DOI:** 10.3390/genes11080943

**Published:** 2020-08-15

**Authors:** Yiheng Chen, Luis B. Agellon

**Keywords:** sex differences, transcriptome, fatty acid-binding proteins, Fabp, microarray analysis, nutrient metabolism, small intestine

## Abstract

Fatty acid-binding proteins (Fabps) make up a family of widely distributed cytoplasmic lipid-binding proteins. The small intestine contains three predominant Fabp species, Fabp1, Fabp2, and Fabp6. Our previous studies showed that *Fabp2* and *Fabp6* gene-disrupted mice exhibited sexually dimorphic phenotypes. In this study, we carried out a systematic comparative analysis of the small intestinal transcriptomes of 10 week-old wild-type (WT) and Fabp gene-disrupted male and female mice. We found that the small intestinal transcriptome of male and female mice showed key differences in the gene expression profiles that affect major biological processes. The deletion of specific Fabp genes induced unique and sex-specific changes in the gene expression program, although some differentially expressed genes in certain genotypes were common to both sexes. Functional annotation and interaction network analyses revealed that the number and type of affected pathways, as well as the sets of interacting nodes in each of the Fabp genotypes, are partitioned by sex. To our knowledge, this is the first time that sex differences were identified and categorized at the transcriptome level in mice lacking different intestinal Fabps. The distinctive transcriptome profiles of WT male and female small intestine may predetermine the nature of transcriptional reprogramming that manifests as sexually dimorphic responses to the ablation of intestinal Fabp genes.

## 1. Introduction

Fatty acid-binding proteins (Fabps) are highly abundant cytoplasmic proteins that are found in several mammalian tissues [1]. The function of these proteins are not fully known but they are thought to participate in the maintenance of intracellular lipid homeostasis [1,2]. The small intestine contains three types of Fabps, namely Fabp1 [3,4], Fabp2 [5], and Fabp6 [6,7].

Fabp1 (also known as L-FABP) was first found in the liver [4] but is also present throughout the small intestine with the highest abundance occurring in the proximal portion of the organ [8]. It can bind fatty acids with a preference for unsaturated long-chain fatty acids as well as an assortment of other hydrophobic molecules including bile acids and fibrates [9,10]. Studies have demonstrated a direct interaction between Fabp1 and peroxisome proliferator-activated receptors (PPAR), suggesting a role of Fabp1 in delivering PPAR ligands to the nucleus which in turn can lead to the expression modulation of PPAR target genes [11,12]. *Fabp1* gene ablation results in a variety of metabolic defects, including dysregulated hepatic lipid metabolism [13,14] and gallstone susceptibility [15]. A T94A variant of the human *FABP1* gene has been found to be associated with reduced body weight as well as altered glucose metabolic response to lipid challenge [16]. It can also influence the efficacy of lipid-lowering therapies [17]. Interestingly, the association between the T94A variant and increased fasting triacylglycerols and low-density lipoprotein (LDL)-cholesterol levels was only observed in females [18].

Fabp2 (also known as I-FABP) is restricted to the small intestine but distributed throughout the organ with its maximum abundance occurring after the midpoint of the organ [8]. Fabp2 shows a preference for saturated long chain fatty acids [9,10]. In vitro studies suggest that Fabp2 and Fabp1 enable the transfer of fatty acids from donor to acceptor membranes via different mechanisms: Fabp1 transfers fatty acids via an aqueous diffusion-mediated process whereas Fabp2 transfers fatty acids by direct collisional interaction with membranes [19]. The deletion of the Fabp2 gene in mice did not prevent dietary fat assimilation but influenced adiposity and glucose tolerance in a sex-dependent manner [20,21]. Studies on humans have found a potential association between the A54T human *FABP2* gene variant and insulin resistance, obesity as well as dyslipidemias in specific sexes in certain populations [22,23,24,25]. 

Fabp6 (also known as ILBP and I-BABP) is abundant in the distal region of the small intestine and displays a clear preference for bile acids although it is capable of binding fatty acids at lower affinity [8,9,26]. The targeted disruption of the *Fabp6* gene in mice demonstrated that Fabp6 is important in the intracellular transport of bile acids in enterocytes and the maintenance of the bile acid pool in the enterohepatic circulation [27]. Interestingly, Fabp6 is also found in the ovaries but not in the testes, and female mice lacking Fabp6 display a reduced ovulation rate compared to female wild-type (WT) mice [28]. Moreover, Fabp6 was found to be associated with the function of farnesoid X receptor (FXR) [29,30], suggesting a potential role of Fabp6 in modulating the activity of FXR in the nucleus. In humans, the T79M variant of human *FABP6* is associated with some protective effect on type 2 diabetes in obese subjects [31].

The targeted ablation of *Fabp1*, *Fabp2*, or *Fabp6* genes have all resulted in sexually dimorphic phenotypes [14,20,21,27,32]. Here, we compared the transcriptomes of small intestines from mice lacking either Fabp2 or Fabp6, or both of these Fabps to gain a comprehensive insight into the changes in the gene expression programs that occur in both sexes following the loss of these Fabps.

## 2. Materials and Methods 

### 2.1. Mice

Mice (*n* = 5 per cage) were housed in a temperature-controlled specific-pathogen-free facility and fed a standard lab diet (Purina 5001). *Fabp2*^–/^^–^ [21] and *Fabp6*^–/–^ [27] mice were maintained on the C57BL/6J background, which included one cross with a male C57BL/6J mouse, and interbred to generate the *Fabp2*^–/–^;*Fabp6*^–/–^ line. The use of mice was approved by the institutional animal welfare and policy committees in accordance with the policies of the Canadian Council on Animal Care (McGill University AUP5350; this project was initiated at the University of Alberta under Animal Protocol 270).

### 2.2. Preparation of RNA and Hybridization to DNA Microarray

The small intestine, starting from the base of the stomach and ending just before the cecum, was excised from fasted 10-week old mice littermates and then flushed with ice-cold saline prior to tissue homogenization. RNA was extracted from homogenates using Trizol (Invitrogen) and assessed for integrity (RIN > 7) prior to use in microarray analysis. The total RNA sample from 4 mice of each sex (male or female) and genotype (wild-type C57BL/6J, *Fabp2*^–/–^, *Fabp6*^–/–^, *Fabp2*^–/–^;*Fabp6*^–/–^) was analyzed as 2 biological replicates (RNA from 2 mice were pooled and sequenced as 1 sample). Fluorescently labeled cDNA probes generated from RNA samples were hybridized to Affymetrix 430A and 430B chips (total of 32, 16 per chip type) and processed as specified by the manufacturer.

### 2.3. Analysis of DNA Microarray Data

#### 2.3.1. Processing of Raw DNA Microarray Data

The microarray data were processed and analyzed using the R statistical environment and Bioconductor software [33] as illustrated in Supplementary Figure S1. Raw intensities from each gene chip were transformed to a log_2_ scale and quantile normalized using the Robust Multichip Average (RMA) algorithm with background correction [34]. The quality assessments were done by comparing the intensity between the biological replicates (See Supplementary Figure S2) and technical replicates (See Supplementary Figure S3). Boxplots were also used to evaluate the data quality across the chips (See Supplementary Figure S4). To improve the statistical power, the data were filtered based on their inter-quartile range and Entrez annotations [35]. The limFit function (limma package) [36] was applied to fit data into linear models to identify the genes with a differential expression between the male and female of the same genotypes and also between each of the Fabp gene-disrupted genotypes and wild-type mice of the same sex. The genes were screened with volcano plots (Supplementary Figure S5) generated using the EnhancedVolcano R package [37]. Genes with a false discovery rate <0.2 and an absolute log_2_ fold change > 0.5 were considered statistically significantly different. The Venn diagram plots were generated using the BioVenn website to present common and sex-specific differentially expressed (DE) genes induced by the deletion of Fabp genes [38]. See Supplementary Figure S1 for a more detailed description of the workflow and software resources used in the analyses.

#### 2.3.2. Gene Annotation and Functional Enrichment Analysis

The murine gene ID conversion and functional annotation of identified sex-biased genes and DE genes were done using DAVID Bioinformatics Resources (version 6.8) [39] with the default setting. The gene ontology (GO) terms in the biological process (BP) domains were extracted. The chromosomal locations of DE genes were determined from the Mouse Genome Database [40]. To display the metabolic patterns comprehensively, the relevant biological processes were grouped into four categories of interest in this study, namely lipid metabolism, carbohydrate metabolism, protein metabolism and sterol metabolism (complete lists are shown in Supplementary Table S2), and the number of unique DE genes in each category for each sex and genotype were counted and presented.

#### 2.3.3. Protein–Protein Interaction Network Analysis

In order to reveal sexually dimorphic protein interaction patterns, the corresponding proteins of the DE genes that were affected by the disruption of Fabp genes in each sex were used as seed proteins to identify the interacting proteins based on the literature-curated interactions in the NetworkAnalyst’s protein–protein interaction database (accessed on May 2020) [41]. Generic protein–protein interaction analysis was conducted using the International Molecular Exchange consortium (IMEx) interactome database using the default setting. The seed proteins were selected by the NetworkAnalyst algorithm based on the submitted gene lists. Subsequently, these seed proteins were used as the starting points to predict the functional protein network.

#### 2.3.4. Availability of DNA Microarray Data

The NCBI GEO accession number for the microarray data used in this study is GSE128862.

## 3. Results

### 3.1. Gene Expression Patterns in Male and Female Murine Small Intestine Are Distinct

To address the difference in the gene expression in the small intestine between male and female mice with or without Fabps, transcriptome profiling was performed using microarrays in our study (see Supplementary Figure S1 for the description of the analysis workflow). 

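The small intestine of 10-week-old mice was profiled on the Affymetrix arrays 430A and 430B in 8 groups, the males and females of the WT, *Fabp2*-/-, *Fabp6*-/- and *Fabp2*-/-;*Fabp6*-/- genotypes. Each group was represented by 2 pools of RNA from 2 mice each, so that 16 pools gave 32 arrays. The deposited values were log2 signals that the authors had made from the scanned arrays by robust multichip average (RMA), for 22690 probe sets on 430A and 22575 on 430B. The median signal of an array lay between 6.57 and 6.62 on 430A and between 5.89 and 5.92 on 430B, and the number of arrays limits the precision. From these values, 1 probe set was kept for each Entrez gene on each chip, the one with the largest interquartile range, which left 12394 genes on 430A and 9612 on 430B, or 18195 different genes. The means of the 8 groups were fitted with limma over the 16 arrays of each chip, and p-values were adjusted by Benjamini-Hochberg within each chip and comparison. Genes were called at the paper's thresholds, an adjusted p (FDR) under 0.2 and an absolute log2 fold change over 0.5. Fold changes at the results are log2 values of gene-disrupted minus WT mice of the same sex, or of females minus males, with the standard error (SE) from limma and n = 2 pools in each group. Without 1 of its pools, a group's lone pool was assumed to vary like the other groups.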

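*Fabp2*, which encodes the intestinal fatty acid-binding protein, had a log2 signal of 8.98 to 9.98 in the 8 pools of mice lacking *Fabp2* and of 12.58 to 13.05 in the 8 pools with an intact gene. Its log2 fold change was −3.69 (SE 0.21, adjusted p = 5.38e-08) in *Fabp2*-/- males, −3.62 in *Fabp2*-/- females, −3.53 in *Fabp2*-/-;*Fabp6*-/- males and −3.15 in *Fabp2*-/-;*Fabp6*-/- females. *Fabp6*, which encodes the ileal bile acid-binding protein, had a signal of 10.50 to 11.32 in the 8 pools with an intact gene and of 4.80 to 5.04 in 7 of the 8 pools labelled as lacking *Fabp6*. In the library labelled *Fabp6*-/- female replicate 2 its signal was 9.21, which is 32.9% of the WT female mean on the linear scale. The *Fabp6* log2 fold change was −6.22 (SE 0.77, adjusted p = 0.00232) in *Fabp6*-/- males, −6.17 in *Fabp2*-/-;*Fabp6*-/- males and −5.84 in *Fabp2*-/-;*Fabp6*-/- females. In *Fabp6*-/- females it was −3.81 (adjusted p = 0.0702), −6.01 without replicate 2 and −1.60 without replicate 1, and its call ended without WT female replicate 1 (−4.12, adjusted p = 0.286) or WT female replicate 2 (−3.49, adjusted p = 0.246). *Fabp1*, the third intestinal Fabp gene, was not called in any genotype or sex.

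**Figure D1:**
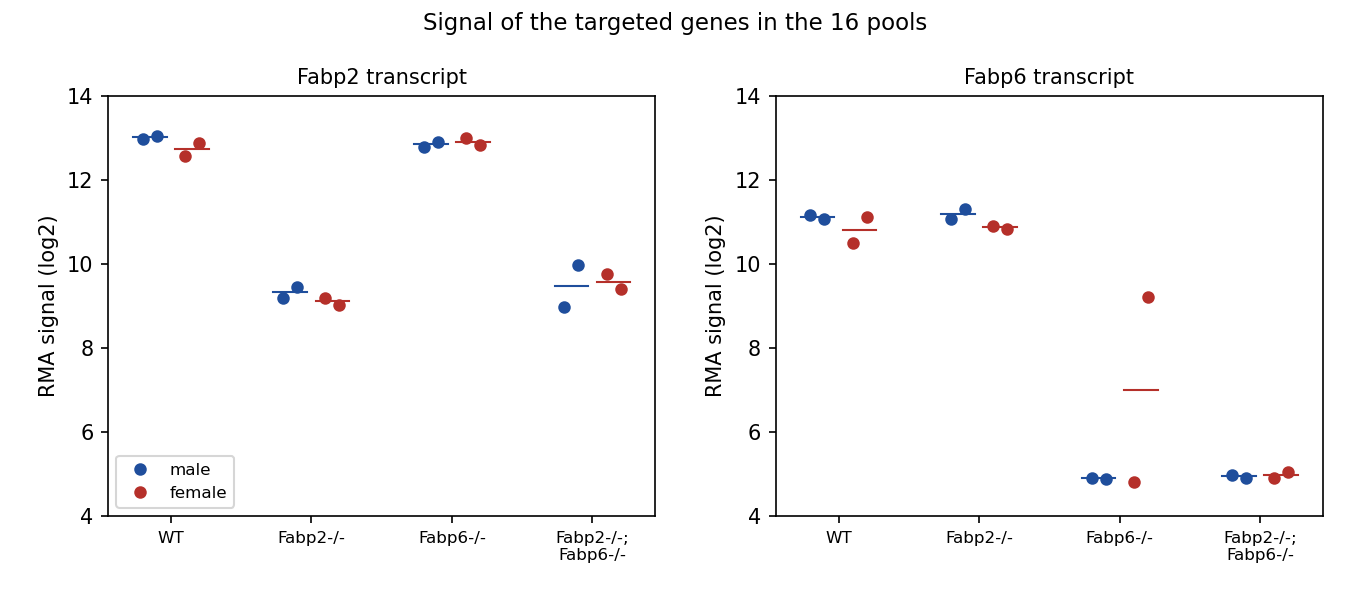
RMA signal on the log2 scale (y axis) of the *Fabp2* and *Fabp6* transcripts in each genotype (x axis), with 1 point for each of the 16 pools and a line at the mean of the 2 pools of each sex. The *Fabp6* signal of the library labelled *Fabp6*-/- female replicate 2, at 9.21, lies between those of the other pools lacking *Fabp6* and the pools with an intact gene.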

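*Xist*, the RNA that silences an X chromosome in female cells, was higher in females by 4.57 in WT, 4.64 in *Fabp2*-/-, 4.60 in *Fabp6*-/- and 4.46 in *Fabp2*-/-;*Fabp6*-/- mice (SE 0.17, n = 2 pools of each sex). *Eif2s3y*, a Y-linked translation initiation factor, had log2 fold changes of −2.54, −3.02, −2.76 and −2.70 in the same order (SE 0.16). Averaged over the 4 genotypes, with 8 pools of each sex, *Cubn*, the ileal receptor for cobalamin bound to intrinsic factor, was higher in females by 0.89 (SE 0.09, adjusted p = 2.99e-05). *Ubd*, a ubiquitin-like protein induced by interferon-gamma, had a log2 fold change of −1.05 (SE 0.13, adjusted p = 0.000384), and *Cyp2c29*, a cytochrome P450 of drug and fatty acid metabolism, of 1.08. This average called 32 genes, 15 higher and 17 lower in females, of which 27 had an FDR under 0.05, and without *Fabp2*-/- male replicate 2 it called 49. All 18 measured genes of the interferon-gamma response list had negative log2 fold changes with a median of −0.30. Of these 18 genes, 3 were called lower, also when adjusted over the list alone, and the shift of the list had an adjusted p of 0.0559 with an estimated correlation between genes.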

Sex-biased genes were identified in all genotypes (Figure 1a). A total of 67 sex-biased genes were found in the WT mice. This number was reduced in the *Fabp2*^–/–^ and *Fabp2*^–/–^;*Fabp6*^–/–^ mice whereas the *Fabp6* gene deletion increased the number of sex-biased genes (Figure 1a), suggesting that the deletion of the *Fabp2* gene or both *Fabp2* and *Fabp6* genes made the intestinal gene expression of males and females more similar, while the disruption of the *Fabp6* gene increased the sexual dimorphism at the transcriptome level.

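In WT mice, *Ceacam10*, an adhesion molecule of the epithelial surface, was lower in females, with a log2 fold change of −1.31 (SE 0.18, adjusted p = 0.00327, n = 2 pools of each sex). *Cyp2c29* was higher in WT females by 2.34 (SE 0.35), and it was not called with an intensity trend and robust prior (adjusted p = 0.211). *Ces2a*, a carboxylesterase that hydrolyses drugs and lipid esters, was higher by 0.83 (SE 0.12, adjusted p = 0.00423). The 3 calls held without any 1 pool. In all, 43 genes were sex-biased among the 18195 tested, 25 of them at an FDR under 0.05, and 1474 genes had an unadjusted p under 0.05. A share of 0.05 of the tests would have such a p-value with no effect. The count was 17 without WT male replicate 1, 25 without WT female replicate 1 and 65 without WT female replicate 2. With the WT arrays fitted alone it was 105.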

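In *Fabp2*-/- mice, *Cubn* was higher in females by 1.28 (SE 0.18, adjusted p = 0.00299, n = 2 pools of each sex), and *Ctrc*, a digestive protease of the pancreas, was lower by a log2 fold change of −2.36. In *Fabp6*-/- mice, *Saa1*, an acute-phase protein of the epithelium, was lower in females with −2.62 (SE 0.32, adjusted p = 0.00093), and *Ubd* with −1.78 (SE 0.26, adjusted p = 0.00528). In *Fabp2*-/-;*Fabp6*-/- mice, *Scpep1*, a serine carboxypeptidase, was higher in females by 0.91, but its call ended without female replicate 1 (0.66). The sex-biased genes numbered 15 in *Fabp2*-/-, 74 in *Fabp6*-/- and 14 in *Fabp2*-/-;*Fabp6*-/- mice. For *Fabp2*-/- mice the count was 214 without male replicate 2, 128 without female replicate 1 and 8 without female replicate 2. For *Fabp6*-/- mice it was 11 without male replicate 1, 122 without female replicate 1 and 201 without the library labelled *Fabp6*-/- female replicate 2. For *Fabp2*-/-;*Fabp6*-/- mice it was 8 without male replicate 2, 9 without female replicate 1 and 29 with their arrays fitted alone. The change of the sex difference against WT mice, tested as an interaction, was called for 4 genes in *Fabp2*-/-, 1 gene in *Fabp6*-/- and 1 gene in *Fabp2*-/-;*Fabp6*-/- mice, while 1153, 1005 and 1528 genes had an unadjusted p under 0.05. With no effect, a share of 0.05 of the 22006 tests over 18195 genes would have such a p-value. The unadjusted counts therefore do not by themselves show further differences. From the lower counts in *Fabp2*-/- and *Fabp2*-/-;*Fabp6*-/- mice and the higher count in *Fabp6*-/- mice, the paper proposes that loss of *Fabp2* or of both genes brought the intestinal gene expression of males and females closer together, and that loss of *Fabp6* widened the difference.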

The genes that were identified as sex-biased were then further classified as either female-biased or male-biased. The results show that the number of female-biased genes, the sex-biased genes that have higher expression in females, is greater than male-biased ones in WT mice (Figure 1b), and this is consistent with previous findings [42,43]. 

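Among the genes higher in WT females were *Sco2*, which assembles cytochrome c oxidase (0.81, n = 2 pools of each sex), and *Kdm6a*, an X-linked histone demethylase (0.71). Among those higher in WT males were *Erdr1*, a secreted regulator of cell survival, with a log2 fold change of −1.37 (SE 0.20), and *Pklr*, the pyruvate kinase of glycolysis, with −0.66 (SE 0.10, adjusted p = 0.00805). Of the 43 sex-biased genes, 30 (69.8%) were higher in females and 13 (30.2%) were higher in males. Without WT female replicate 2, 31 genes were higher in females and 34 in males. Without WT male replicate 1 the counts were 10 and 7, and without WT female replicate 1 they were 14 and 11.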

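In *Fabp2*-/- mice, the immunoglobulin gene *Igkv9-120* was lower in females with a log2 fold change of −1.34 (n = 2 pools of each sex). *Clca3b*, a secreted protein of the calcium-activated chloride channel family, had −1.14 (SE 0.15, adjusted p = 0.00133) in *Fabp6*-/- mice, and the calls of both genes held without any 1 pool. Male-biased genes made up 9 of 15 (60.0%) in *Fabp2*-/-, 39 of 74 (52.7%) in *Fabp6*-/- and 9 of 14 (64.3%) in *Fabp2*-/-;*Fabp6*-/- mice. Without the library labelled *Fabp6*-/- female replicate 2, 81 of the *Fabp6*-/- sex-biased genes were male-biased and 120 female-biased, and without *Fabp6*-/- male replicate 2 the counts were 36 and 41. Without *Fabp2*-/-;*Fabp6*-/- male replicate 2 they were 4 and 4. In *Fabp2*-/- mice, male-biased genes were the larger number without each pool, with 184 against 30 without male replicate 2 and 94 against 34 without female replicate 1.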

The deletion of Fabp genes increased the proportion of male-biased genes, which might play roles in determining the male-specific phenotypes in Fabp gene-disrupted mice. In addition, most of the sex-biased genes reside on autosomal chromosomes (See Supplementary Figure S6).

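On the Y chromosome, *Eif2s3y*, *Kdm5d* and *Uty* were called in every genotype. *Uty*, a histone demethylase, had log2 fold changes of −0.82 in WT and −1.08 in *Fabp2*-/-;*Fabp6*-/- mice (SE 0.13, n = 2 pools of each sex), and its WT call ended without WT male replicate 1 (−0.75). *Kdm5d*, another histone demethylase, had −1.02 in WT and −1.13 in *Fabp2*-/- mice, but the probe set with the highest mean signal gave 0.23 in *Fabp2*-/-, 0.01 in *Fabp6*-/- and 0.27 in *Fabp2*-/-;*Fabp6*-/- mice. With this choice of probe set *Uty* was not called in WT (−0.29) or *Fabp2*-/-;*Fabp6*-/- (−0.43) mice. On the X chromosome, *Bex1*, *Erdr1*, *Kdm6a* and *Xist* were called in WT mice. Autosomal genes made up 36 of 43 (83.7%) of the sex-biased genes in WT, 10 of 15 (66.7%) in *Fabp2*-/-, 69 of 74 (93.2%) in *Fabp6*-/- and 10 of 14 (71.4%) in *Fabp2*-/-;*Fabp6*-/- mice, and 96.5% of all tested genes. The share was lower than among the tested genes in WT, *Fabp2*-/- and *Fabp2*-/-;*Fabp6*-/- mice (two-sided Fisher's exact test, p = 0.000638, 0.000112 and 0.00109), while p was 0.114 in *Fabp6*-/- mice. In *Fabp2*-/- mice it was 95.8% without male replicate 2. In *Fabp6*-/- mice it was 63.6% without male replicate 1 and 97.0% without the library labelled *Fabp6*-/- female replicate 2.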

The gene ontology-enriched analysis was applied to identify the biological pathways involving sex-biased genes. 

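Genes of drug metabolism were among the sex-biased genes of WT mice. *Gstm2* and *Gsta4*, glutathione transferases that conjugate reactive compounds, were higher in females by 0.80 (SE 0.13, n = 2 pools of each sex) and 0.70 (SE 0.10), and both calls held without any 1 pool. *Cyp2c55*, a cytochrome P450 of arachidonic acid metabolism, was higher by 1.02 (SE 0.18), but its call ended without WT male replicate 1 (0.72) or WT female replicate 1 (0.89). Of 43 cytochrome P450 genes of families 1 to 4, 3 were called higher and none lower (5 higher when adjusted over the list alone). Of 28 genes of glutathione metabolism 3 were higher (4 over the list alone), as were 3 of 32 carboxylesterase, dehydrogenase and conjugation genes (4 over the list alone). With an estimated correlation the shifts of these 3 lists had adjusted p-values of 0.302, 0.195 and 0.189. In nutrient metabolism, 2 of 35 genes of fatty acid oxidation were higher in females (3 over the list alone, adjusted p = 0.357 with an estimated correlation). Of 20 genes of cholesterol synthesis 1 was lower (2 over the list alone, adjusted p = 0.143 with an estimated correlation).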

Many of the genes that show sexually dimorphic expression in WT small intestine are involved in nutrient and drug metabolism (Figure 1c), which is in accordance with other studies [44,45]. Some of the sexually dimorphic pathways in the small intestine that pre-existed in WT male and female mice were retained in mice lacking only one Fabp, i.e., either Fabp2 or Fabp6, whereas two pathways remained identifiable when mice were lacking both Fabps (Figure 1c). 

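The glutathione transferase *Gstk1* was higher in *Fabp6*-/- females by 0.91 (SE 0.14, adjusted p = 0.00782, n = 2 pools of each sex), and *Ceacam10* was lower with a log2 fold change of −1.39. Both genes were also sex-biased in WT mice. In *Fabp6*-/- mice 4 of the 43 cytochrome P450 genes were higher in females (6 over the list alone, adjusted p = 0.158 with an estimated correlation). In *Fabp2*-/- mice 3 of 18 interferon-gamma response genes were lower in females (7 over the list alone, median −0.43, adjusted p = 0.0796 with an estimated correlation), and in *Fabp6*-/- mice 4 were lower (5 over the list alone, median −0.37, adjusted p = 0.129 with an estimated correlation). In *Fabp2*-/-;*Fabp6*-/- mice 1 of 20 cholesterol synthesis genes, *Hmgcs1*, the synthase of hydroxymethylglutaryl-CoA, was lower in females (−0.64, 1 over the list alone, adjusted p = 0.143 with an estimated correlation). The call of *Hmgcs1* ended without each of the 4 pools, with log2 fold changes from −0.72 to −0.55, and with its probe set of highest mean signal (−0.44). Of the 40 gene lists, camera at its preset correlation called 20 in WT mice. Of these, 14 shifted in the same direction in *Fabp2*-/-, 12 in *Fabp6*-/- and 4 in *Fabp2*-/-;*Fabp6*-/- mice. With an estimated correlation, only the lists of genes that escape X inactivation and of Y-linked genes passed in these sex comparisons.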

In general, the deletion of Fabp6 resulted in a greater number of sex dimorphic pathways compared to Fabp2, while the deletion of both Fabps resulted in the least number of sexually dimorphic pathways.

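*Lct*, the intestinal lactase, was higher in *Fabp6*-/- females by 0.64 with n = 2 pools of each sex, and its call held without any 1 pool. *Asns* and *Phgdh*, enzymes of asparagine and serine synthesis, were lower in *Fabp6*-/- females with log2 fold changes of −0.76 and −0.75. The call of *Asns* ended without *Fabp6*-/- male replicate 1 (−0.69), and that of *Phgdh* without *Fabp6*-/- male replicate 1 (−0.61) or female replicate 1 (−0.60) and with its probe set of highest mean signal (−0.21). Of 28 genes of serine synthesis and the amino acid response, 6 were lower in *Fabp6*-/- females, also over the list alone, with a median of −0.19 and an adjusted p of 0.129 with an estimated correlation. Of 31 type I interferon response genes 3 were lower (4 over the list alone, adjusted p = 0.0535 with an estimated correlation). Lists with at least 3 sex-biased members numbered 4 in WT, 2 in *Fabp2*-/-, 9 in *Fabp6*-/- and 1 in *Fabp2*-/-;*Fabp6*-/- mice. At the preset correlation camera called 23 lists in *Fabp2*-/-, 26 in *Fabp6*-/- and 10 in *Fabp2*-/-;*Fabp6*-/- mice, and with an estimated correlation 2 lists in each of these genotypes. The calls in *Fabp6*-/- mice rest on a group with the library labelled *Fabp6*-/- female replicate 2.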

Thus, pre-existing differences in the gene expression program, as illustrated in the small intestinal transcriptome of WT male and female mice, may predetermine the intestinal gene expression program in response to the disruption of specific intestinal Fabp genes.

### 3.2. Genomic Responses to Ablation of Specific Fabp Genes Are Sexually Dimorphic

We further evaluated the genomic responses to *Fabp2* and/or *Fabp6* gene disruption in male and female mice. DE genes were identified by comparing the transcript abundance between WT and Fabp gene-disrupted mice of each sex. 

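In *Fabp2*-/- males, *Lpar3*, a receptor for lysophosphatidic acid, was lower with a log2 fold change of −1.04, and *Vnn1*, a pantetheinase of the intestinal brush border, was higher by 0.96 (n = 2 pools in each group). In *Fabp2*-/- females, *Abcb1a*, a drug efflux transporter, was lower with −1.11 (SE 0.14, adjusted p = 0.000692). *Neat1*, a long non-coding RNA of nuclear paraspeckles, was higher by 1.10 (SE 0.12, adjusted p = 0.0012) in *Fabp6*-/- males and by 1.05 (SE 0.12, adjusted p = 0.00208) in *Fabp6*-/- females. In *Fabp2*-/-;*Fabp6*-/- males, *Cyp2j6*, a cytochrome P450 of fatty acid metabolism, was higher by 1.26 (SE 0.16, adjusted p = 0.000796). In *Fabp2*-/-;*Fabp6*-/- females, *Alox5ap*, which presents arachidonic acid to 5-lipoxygenase, was higher by 0.86. The calls of these genes held without any 1 pool. In *Fabp2*-/- mice 125 genes were DE genes in males and 143 in females, and 74 and 111 of them had an FDR under 0.05. In *Fabp6*-/- mice 88 genes were called in males and 82 in females, and 22 and 25 at an FDR under 0.05. For *Fabp2*-/- males the count was 51 without WT male replicate 1, 70 without *Fabp2*-/- male replicate 1 and 245 without *Fabp2*-/- male replicate 2. For *Fabp6*-/- males it was 4 without WT male replicate 1, 23 without *Fabp6*-/- male replicate 1 and 24 without *Fabp6*-/- male replicate 2. For *Fabp6*-/- females it was 38 without WT female replicate 1, 127 without WT female replicate 2 and 314 without the library labelled *Fabp6*-/- female replicate 2.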

In general, less than 50% of DE genes induced by Fabp gene ablations are shared by male and female mice (Figure 2, top, overlap of red and blue circles). 

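*Slc13a1*, the sodium-sulfate cotransporter of the brush border, was lower in *Fabp2*-/- males with a log2 fold change of −0.94 (SE 0.11, n = 2 pools in each group) and in *Fabp2*-/- females with −0.78. *Prpf4b*, a kinase of the splicing machinery, was higher in *Fabp6*-/- males by 0.88, where its call ended without WT male replicate 1 (0.66), and in *Fabp6*-/- females by 0.96 (SE 0.13, adjusted p = 0.0043). With its probe set of highest mean signal it was not called in either sex (0.19 and 0.22). *Sptssb*, a subunit of serine palmitoyltransferase, was higher in *Fabp2*-/-;*Fabp6*-/- males by 1.90 and in *Fabp2*-/-;*Fabp6*-/- females by 1.68. Males and females shared 50 DE genes in *Fabp2*-/-, 24 in *Fabp6*-/- and 77 in *Fabp2*-/-;*Fabp6*-/- mice, which is 22.9%, 16.4% and 20.1% of the genes called in either sex. Independent lists of the same sizes and directions would share 0.56, 0.2 and 1.3 genes. Of the DE genes called in males alone, 67 of 75 in *Fabp2*-/-, 53 of 64 in *Fabp6*-/- and 181 of 214 in *Fabp2*-/-;*Fabp6*-/- mice had a log2 fold change of the same sign in females without being called there. Its median in the male direction was 0.35, 0.25 and 0.25 in females, against absolute medians of 0.63, 0.61 and 0.62 in males. Of those called in females alone, 76 of 93, 54 of 58 and 83 of 92 had the same sign in males, with medians of 0.26, 0.26 and 0.31 in males, against 0.59, 0.56 and 0.58 in females. The shared count in *Fabp2*-/- mice was 29 without WT male replicate 1, and in *Fabp2*-/-;*Fabp6*-/- mice it was 44 without female replicate 2. In *Fabp6*-/- mice it was 4 without WT male replicate 1, 14 without WT male replicate 2, 8 without *Fabp6*-/- male replicate 1, 8 without *Fabp6*-/- male replicate 2, 15 without female replicate 1 and 39 without the library labelled *Fabp6*-/- female replicate 2.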

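*Bco2*, which cleaves carotenoids in mitochondria, was lower in *Fabp2*-/- females with a log2 fold change of −1.43 (SE 0.14, n = 2 pools in each group) and in *Fabp2*-/- males with −0.53. The difference between the sexes, tested as an interaction, was −0.90 (SE 0.20, adjusted p = 0.462). *Nampt*, which makes NAD from nicotinamide, was lower by a similar amount in both sexes, with −0.66 in *Fabp2*-/- males and −0.63 in *Fabp2*-/- females. Of the 50 genes shared in *Fabp2*-/- mice, 10 were higher and 39 lower in both sexes. In *Fabp6*-/- mice 15 were higher and 7 lower in both sexes, and in *Fabp2*-/-;*Fabp6*-/- mice 29 were higher and 48 lower. *Cyp2c55* in *Fabp2*-/- mice and *Erdr1* in *Fabp6*-/- mice went in opposite directions. *4932438A13Rik* was called higher in *Fabp6*-/- males and lower in *Fabp6*-/- females by different probe sets, 1 on each chip, so an opposite direction was not shown for either probe set.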

Many of the shared DE genes (Figure 2, bottom, gene list) had distinct alterations in male and female mice. Some shared genes altered the gene expression in the opposite direction in males and females in response to the same Fabp gene disruption, such as *Cyp2c55* in *Fabp2*^–/–^ mice and *Psat1* in *Fabp6*^–/–^ mice. 

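*Cyp2c55* rose in *Fabp2*-/- males to a log2 signal of 9.31 from 8.51 in WT males, a log2 fold change of 0.81 (SE 0.18, adjusted p = 0.0621, n = 2 pools in each group). In *Fabp2*-/- females it fell to 8.66, a log2 fold change of −0.87 (adjusted p = 0.0426). The call in males ended without WT male replicate 1 (0.51) or *Fabp2*-/- male replicate 1 (0.85), and the call in females without WT female replicate 1 (−0.74) or *Fabp2*-/- female replicate 2 (−0.85). The difference between the sexes was −1.68 (SE 0.26, adjusted p = 0.0233), and its call ended without WT female replicate 1 (−1.55) and with an intensity trend and robust prior (adjusted p = 0.31). *Psat1*, the phosphoserine aminotransferase of serine synthesis, had a log2 fold change of 0.58 (SE 0.17, adjusted p = 0.209) in *Fabp6*-/- males and of −0.54 (SE 0.17, adjusted p = 0.259) in *Fabp6*-/- females, and neither passed the threshold. *Erdr1* was lower in *Fabp6*-/- males with −1.21 and higher in *Fabp6*-/- females by 1.16, a difference of 2.37 (SE 0.28, adjusted p = 0.00262) that was called without any 1 pool but not with an intensity trend and robust prior (adjusted p = 0.416). The call in *Fabp6*-/- males ended without WT male replicate 1 (−1.16) or *Fabp6*-/- male replicate 2 (−0.96). The direction in *Fabp6*-/- females includes the library labelled *Fabp6*-/- female replicate 2. These values of *Erdr1* come from its probe set on 430A, and that on 430B had group means of only 5.085 to 5.206.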

Notably, the numbers of DE genes identified in the small intestine of *Fabp2*^–/–^;*Fabp6*^–/–^ mice were much higher than the single Fabp gene-disrupted mice in the same sex. 

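In *Fabp2*-/-;*Fabp6*-/- males, *Abca1*, the cholesterol exporter that forms high-density lipoprotein, was higher by 0.70, and *Apob*, the structural protein of chylomicrons, by 0.66 (n = 2 pools in each group). *Cyp2c29* was higher by 2.79 (SE 0.35, adjusted p = 0.000278). In the same WT male pools it was also lower than in WT females. A low signal in these pools may therefore be part of this rise. In *Fabp2*-/-;*Fabp6*-/- females, *Mgst2*, a microsomal glutathione transferase, was higher by 0.60 (SE 0.09), and its call held without any 1 pool. The *Fabp2*-/-;*Fabp6*-/- mice had 291 DE genes in males, of which 172 were higher and 119 lower than in WT males, and 169 in females, of which 67 were higher and 102 lower. At an FDR under 0.05 the counts were 209 and 101. The count in males was 188 without WT male replicate 1. Without *Fabp2*-/- male replicate 2, the *Fabp2*-/- males had 245 DE genes, and without the library labelled *Fabp6*-/- female replicate 2, the *Fabp6*-/- females had 314.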

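*Adh6a*, an alcohol dehydrogenase, was lower in *Fabp2*-/-;*Fabp6*-/- males with a log2 fold change of −2.03 and in *Fabp2*-/- males with −2.29 (SE 0.11, n = 2 pools in each group). *H2-Ab1*, a chain of the antigen-presenting MHC class II molecule, was lower in *Fabp2*-/-;*Fabp6*-/- males with −1.67 (SE 0.18) and was not called in either single gene disruption. In males, 38 of the 291 DE genes of *Fabp2*-/-;*Fabp6*-/- mice were also called in *Fabp2*-/- mice, 17 in *Fabp6*-/- mice and 239 (82.1%) in neither. In females, 47 of 169 were also called in *Fabp2*-/- mice, 25 in *Fabp6*-/- mice and 104 (61.5%) in neither. The *Fabp2*-/- and *Fabp6*-/- mice shared 8 DE genes in males and 16 in females. These comparisons share the WT pools of the sex, and independent lists of these sizes would share at most 0.96 genes in 1 direction, a number that leaves the shared pools out. In 100 simulations of unchanged groups compared with shared WT pools at most 1 gene was shared, which is chance with no effect and tells nothing about lists of this size. The covariance of the log2 fold changes of *Fabp2*-/- and *Fabp2*-/-;*Fabp6*-/- mice was 0.013 in males and 0.0133 in females, against 0.0067 in the simulations. It was 0.0124 and 0.0113 for *Fabp6*-/- and *Fabp2*-/-;*Fabp6*-/- mice. For *Fabp2*-/- and *Fabp6*-/- mice it was 0.00751 in males and 0.00827 in females, close to the simulations. The simulations shared the WT pools too, but a larger deviation of these pools than simulated may be part of an excess. In the same order of pairs, the correlations were 0.472, 0.45 and 0.333 in males and 0.517, 0.469 and 0.382 in females. The simulations gave 0.499 to 0.501, and only the value of 0.517 lay above them. Without WT male replicate 1, males shared 19 genes between *Fabp2*-/- and *Fabp2*-/-;*Fabp6*-/-, 2 between *Fabp6*-/- and *Fabp2*-/-;*Fabp6*-/- and 1 between *Fabp2*-/- and *Fabp6*-/- mice. Without *Fabp6*-/- male replicate 1 the latter numbers were 3 and 0, and without *Fabp6*-/- male replicate 2 they were 4 and 3. Males shared 4 genes between *Fabp2*-/- and *Fabp6*-/- mice without *Fabp2*-/- male replicate 1 and 5 without *Fabp2*-/- male replicate 2. In females, *Fabp2*-/- and *Fabp6*-/- mice shared 25 genes without WT female replicate 2, *Fabp2*-/- and *Fabp2*-/-;*Fabp6*-/- mice 29 without *Fabp2*-/-;*Fabp6*-/- female replicate 2, and *Fabp6*-/- and *Fabp2*-/-;*Fabp6*-/- mice 16 without WT female replicate 1.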

*Fabp2*^–/–^;*Fabp6*^–/–^ mice also have different sets and total number of DE genes compared to either single Fabp gene disruption regardless of the sex (See Supplementary Figure S7), implying a greater effect of the combined Fabp2 and Fabp6 deficiency on the overall gene expression program in the small intestine. Moreover, like sex-biased genes (See Supplementary Figure S6), most of the DE genes identified also reside on autosomal chromosomes (See Supplementary Figure S8).

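*Adh6a*, *Hsd3b3*, a steroid dehydrogenase, and *Fam241a* lie on chromosome 3 near *Fabp2* and were lower in *Fabp2*-/- and *Fabp2*-/-;*Fabp6*-/- mice of both sexes. The log2 fold change of *Hsd3b3* was −1.50 (SE 0.11, n = 2 pools in each group) in *Fabp2*-/- males and −1.45 in *Fabp2*-/-;*Fabp6*-/- females, and that of *Fam241a* was −1.46 and −1.10, although its probe set of highest mean signal gave −0.24 in *Fabp2*-/- males and was not called. *Reg4*, a secreted lectin of enteroendocrine and goblet cells that also lies near *Fabp2*, was higher by 0.91 and 1.06 in the same groups. Autosomes held 124 of 125 DE genes in *Fabp2*-/- males, 140 of 143 in *Fabp2*-/- females, 86 of 88 in *Fabp6*-/- males, 80 of 82 in *Fabp6*-/- females, 287 of 291 in *Fabp2*-/-;*Fabp6*-/- males and 166 of 169 in *Fabp2*-/-;*Fabp6*-/- females. The shares ran from 97.6% to 99.2%, against 96.5% of the tested genes, and the lowest of the two-sided Fisher's exact p-values was 0.0506. The share in *Fabp6*-/- males was 95.7% without *Fabp6*-/- male replicate 1, and in *Fabp6*-/- females it was 89.5% without WT female replicate 1 and 95.9% without the library labelled *Fabp6*-/- female replicate 2. Among 373 tested genes within 200 genes of *Fabp2* in the gene order of the mouse assembly GRCm38.p6, 19 were DE genes in *Fabp2*-/- males, an odds ratio of 9.05 (95% confidence interval 5.18 to 15.1, Fisher's exact p = 8.56e-12). There were 21 in *Fabp2*-/- females (odds ratio 8.72, exact p = 1.37e-12), 18 in *Fabp2*-/-;*Fabp6*-/- males (3.27, exact p = 3.27e-05) and 17 in *Fabp2*-/-;*Fabp6*-/- females (5.59, exact p = 6.84e-08). The *Fabp6*-/- males had 1 (odds ratio 0.548, exact p = 1), and the odds ratio was 2.08 without *Fabp6*-/- male replicate 2. The *Fabp6*-/- females had 4 (odds ratio 2.47, exact p = 0.0879), and the odds ratio was 0.845 without *Fabp6*-/- female replicate 1. In the 4 comparisons without *Fabp2* the odds ratio stayed between 2.32 and 17.3 without any 1 pool.

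**Figure D2:**
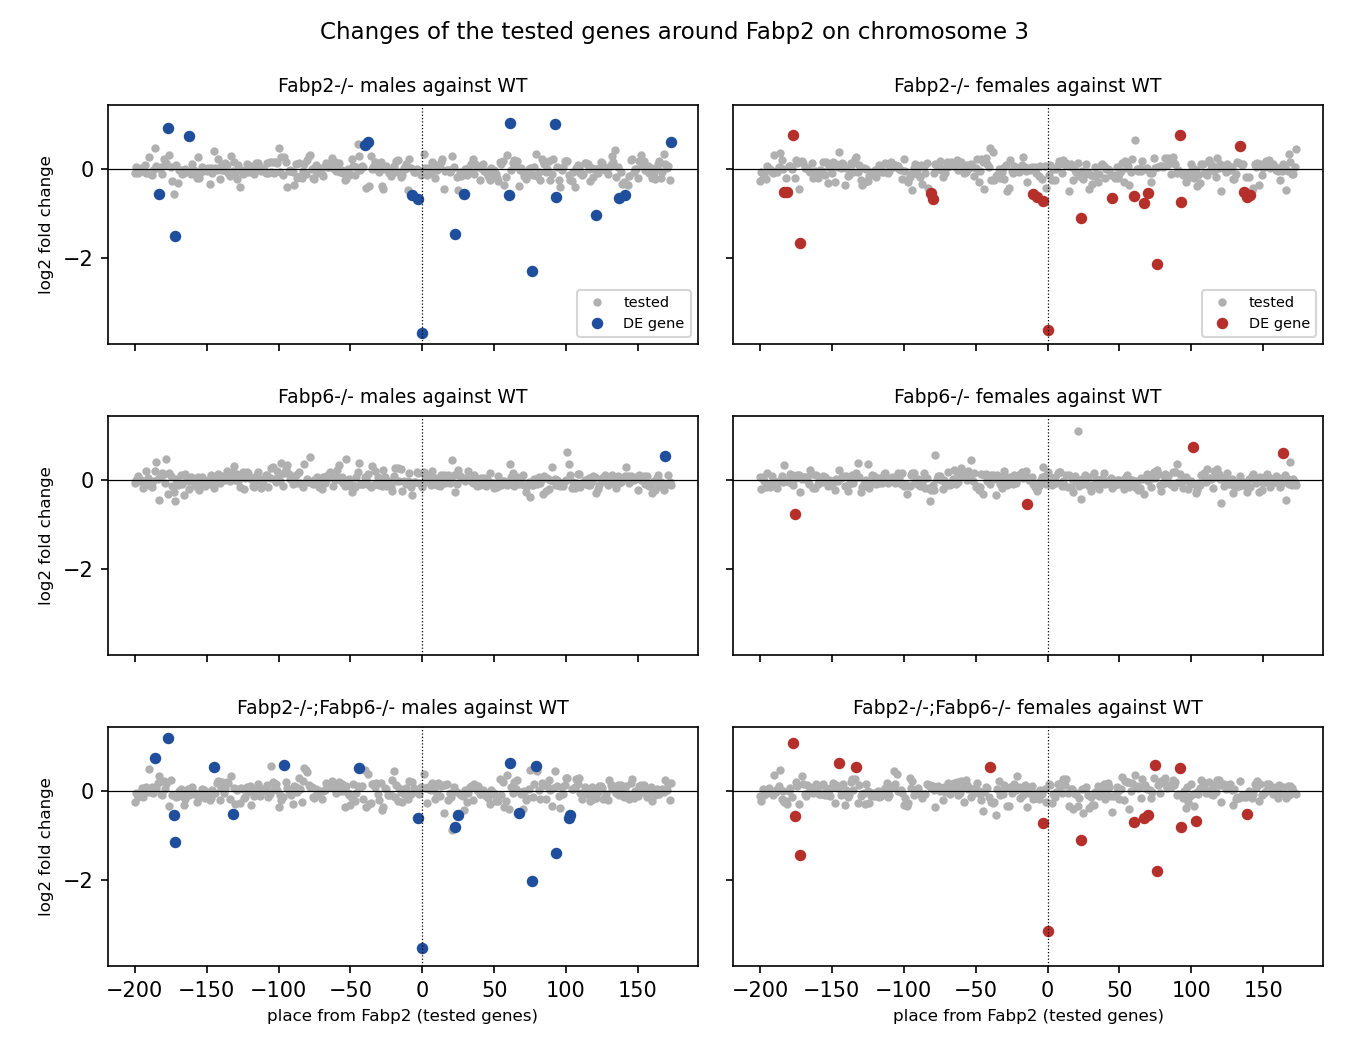
Log2 fold change against WT mice of the same sex (y axis) of the tested genes on chromosome 3 by their place from *Fabp2* in the gene order (x axis, in tested genes), with DE genes in colour and *Fabp2* at the dotted line. In *Fabp2*-/- and *Fabp2*-/-;*Fabp6*-/- mice 17 to 21 of the 373 neighbours were DE genes, and in *Fabp6*-/- mice 1 and 4.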

To gain insight into the metabolic pathways differentially affected in males and females by Fabp gene ablations, gene ontology analysis using DE genes grouped by sex for each genotype was carried out. The top 10 biological processes having a *p*-value < 0.05 are shown in Table 1. Two groups of biological processes, namely metabolism-related and immune-related processes, comprise the major proportion of affected processes. Specifically, DE genes influenced by *Fabp2* or *Fabp6* gene single deletions are involved in metabolism-related biological processes, whereas combined *Fabp2* and *Fabp6* gene deletions mainly influenced immune-related biological processes. Furthermore, the males and females displayed distinct alterations of biological processes in response to the same Fabp gene ablation, which is concordant with previously reported changes observed in *Fabp2* gene-disrupted mice [46].

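In *Fabp2*-/- mice the DE genes included enzymes of metabolism. *Me1*, the cytosolic malic enzyme that supplies NADPH for lipid synthesis, was higher by 0.80 in males and 0.70 in females (n = 2 pools in each group). *Acox2*, a peroxisomal oxidase of branched fatty acids and bile acid intermediates, was lower in *Fabp2*-/- females with a log2 fold change of −0.62. *Mlxipl*, a transcription factor of sugar and lipid metabolism, was higher in *Fabp6*-/- females by 0.78 (SE 0.11, adjusted p = 0.00471). In *Fabp2*-/-;*Fabp6*-/- males, *H2-Aa*, a chain of the MHC class II molecule, was lower with −2.23 (SE 0.20, adjusted p = 7.9e-06), *Ubd* with −2.94 (SE 0.26, adjusted p = 1.12e-05) and *Psmb8*, a subunit of the immunoproteasome, with −1.47 (SE 0.20, adjusted p = 0.000606). Of 18 interferon-gamma response genes 14 were lower in *Fabp2*-/-;*Fabp6*-/- males and none was higher, also over the list alone, with a median of −0.70 and an adjusted p of 0.0901 with an estimated correlation. Of 15 genes of MHC class I and the immunoproteasome 9 were lower (9 over the list alone, adjusted p = 0.0561 with an estimated correlation), and of 12 MHC class II genes 6 (6 over the list alone, median −0.46, adjusted p = 0.129 with an estimated correlation). Of 28 glutathione metabolism genes in *Fabp2*-/- females 5 were lower (7 over the list alone, adjusted p = 0.129 with an estimated correlation). The glutathione genes *Gclm*, *Gstm1* and *Gstm2* were DE genes of these females that lie within 100 tested genes of *Fabp2*. The list was not tested without the genes near *Fabp2*, so its shift cannot be told apart from their place. Of 23 nuclear-retained and splicing-related RNAs in *Fabp6*-/- males 8 were higher (9 over the list alone, median 0.38, adjusted p = 0.129 with an estimated correlation). In *Fabp2*-/-;*Fabp6*-/- males camera at its preset correlation called 21 of the 40 lists. Of these, 13 also passed in the same direction in the sex comparison of WT mice. Both comparisons subtract the same WT male pools, so these shifts are not separate observations. The lists were written after the paper and its Table S1 had been read, and the annotation of biological processes was not used here.

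**Figure D3:**
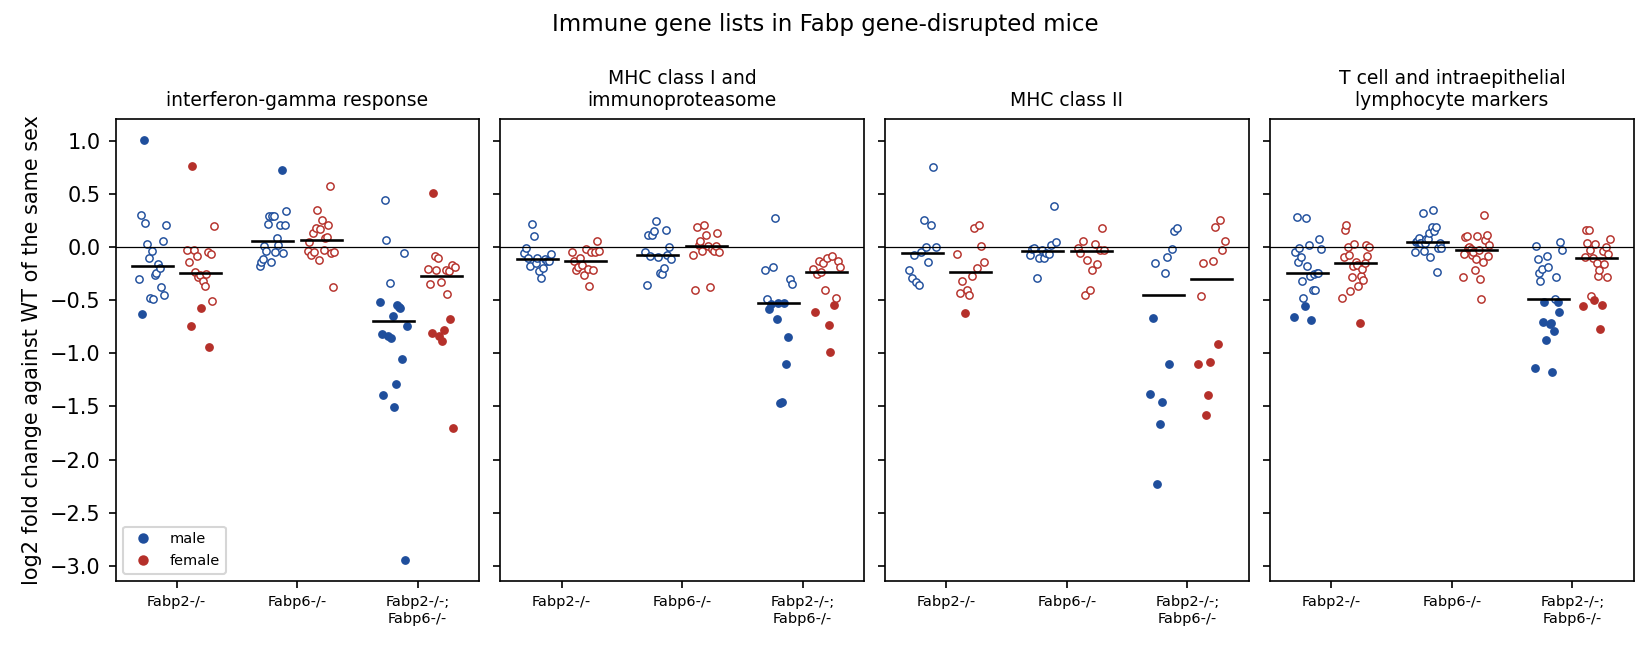
Log2 fold change against WT mice of the same sex (y axis) of each measured gene of 4 immune lists in each genotype (x axis), with DE genes filled, other genes open and a line at the median. Of 18 interferon-gamma response genes 14 were DE genes in *Fabp2*-/-;*Fabp6*-/- males, all lower.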

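*Ces1d* and *Ces1g*, carboxylesterases that hydrolyse lipid esters, were higher in *Fabp2*-/-;*Fabp6*-/- males by 1.58 (SE 0.28, adjusted p = 0.00492, n = 2 pools in each group) and 1.10, and *Ces2a* was lower in *Fabp2*-/- females with a log2 fold change of −0.67. Of 32 carboxylesterase, dehydrogenase and conjugation genes 9 were higher and 1 lower in *Fabp2*-/-;*Fabp6*-/- males, also over the list alone (adjusted p = 0.129 with an estimated correlation), and 1 was higher and 1 lower in *Fabp2*-/-;*Fabp6*-/- females (2 and 1 over the list alone, adjusted p = 0.463 with an estimated correlation). Hepatocyte genes were higher in the same *Fabp2*-/-;*Fabp6*-/- male pools, 6 of 18 (6 over the list alone, adjusted p = 0.32 with an estimated correlation), with *Serpina1c* at 1.23 and *Ttr* at 1.21. *Gzma*, a protease of cytotoxic lymphocytes, was lower in *Fabp2*-/-;*Fabp6*-/- males with −1.18 (SE 0.15). Of 21 T cell and intraepithelial lymphocyte markers 10 were lower in *Fabp2*-/-;*Fabp6*-/- males (10 over the list alone, adjusted p = 0.0514 with an estimated correlation) and 4 in *Fabp2*-/-;*Fabp6*-/- females (4 over the list alone, adjusted p = 0.242 with an estimated correlation). Interferon-gamma response genes were lower in *Fabp2*-/-;*Fabp6*-/- females too, with *Ubd* at −1.70 (SE 0.26, adjusted p = 0.00338), 6 of 18 genes lower and 1 higher, also over the list alone, and a median of −0.28 (adjusted p = 0.172 with an estimated correlation). In *Fabp6*-/- mice, genes of serine synthesis and the amino acid response were called higher in males for 2 genes (4 over the list alone, adjusted p = 0.22 with an estimated correlation) and lower in females for 3 genes (5 over the list alone, adjusted p = 0.237 with an estimated correlation). In the interaction the shift of this list did not pass with an estimated correlation (adjusted p = 0.074), and no member was called.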

Together, the data show that Fabp gene deletions, either separately or combined, resulted in the sex-specific modification of gene expression in the small intestine. 

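*Ctrc* was higher in *Fabp2*-/- males than in WT males by 3.47 (SE 0.24, adjusted p = 4.67e-07, n = 2 pools in each group), and its response in females minus that in males was −2.85 (SE 0.34, adjusted p = 0.00286). *Igkv9-120* was lower in *Fabp2*-/- females with a log2 fold change of −1.29, and its response differed between the sexes by −1.77 (SE 0.24, adjusted p = 0.00612). Both interactions held without any 1 pool, and that of *Ctrc* was not called with an intensity trend and robust prior (adjusted p = 0.31). *Erdr1* in *Fabp2*-/- mice had an interaction of 1.61 (adjusted p = 0.0856), and *Matk*, a tyrosine kinase, was called in *Fabp2*-/-;*Fabp6*-/- mice with 0.81 (SE 0.13, adjusted p = 0.119). Both of these calls ended without most single pools, with log2 values of 1.51 to 1.71 for *Erdr1* and 0.73 to 0.86 for *Matk*, and *Matk* was not called with its probe set of highest mean signal (0.35) or with p-values adjusted over both chips (adjusted p = 0.211). *Erdr1* was not called with an intensity trend and robust prior (adjusted p = 0.743) or after cyclic loess (adjusted p = 0.218). Its interactions in *Fabp2*-/- and *Fabp6*-/- mice subtract the same WT sex difference and are not separate observations. The number of called interactions in *Fabp2*-/- mice was 8 without WT female replicate 2, 90 without *Fabp2*-/- male replicate 2 and 14 without *Fabp2*-/- female replicate 1. In *Fabp6*-/- mice it was 4 without WT male replicate 2, 3 without WT female replicate 1, 5 without WT female replicate 2, 6 without female replicate 1 and 36 without the library labelled *Fabp6*-/- female replicate 2. In *Fabp2*-/-;*Fabp6*-/- mice it was 0 without WT male replicate 1, WT male replicate 2 or *Fabp2*-/-;*Fabp6*-/- female replicate 1, 5 without WT female replicate 2, 4 without male replicate 1 or male replicate 2, and 6 without female replicate 2. From the different lists of DE genes and processes in males and females, the paper concludes that deletion of the Fabp genes modified gene expression in the small intestine in a sex-specific way.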

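*Tap1*, a peptide transporter of antigen presentation, had a log2 fold change of −1.10 (SE 0.15, n = 2 pools in each group) in *Fabp2*-/-;*Fabp6*-/- males and was not called in *Fabp2*-/- or *Fabp6*-/- males. *Ces1d* and *Cyp2j6* were likewise called in *Fabp2*-/-;*Fabp6*-/- males and in neither single gene disruption. *Ccl5*, a chemokine that attracts T cells, was lower in *Fabp2*-/-;*Fabp6*-/- males with −1.14 and in *Fabp2*-/- males with −0.66, where its call ended without each of the 4 pools (−0.59 to −0.74). *Scpep1* was lower in *Fabp2*-/- males with −0.98 and in *Fabp2*-/-;*Fabp6*-/- males with −1.07. *Sco2* was lower in females of all 3 genotypes, with −0.86 in *Fabp2*-/-, −0.90 (SE 0.12, adjusted p = 0.0043) in *Fabp6*-/- and −0.67 in *Fabp2*-/-;*Fabp6*-/- mice. These 3 comparisons subtract the same WT female pools, in which *Sco2* was also higher than in WT males. They are not separate observations of a fall. A call in *Fabp2*-/-;*Fabp6*-/- mice and none in single gene-disrupted mice does not by itself show a difference between these groups, which was not tested here.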

The identity of genes with altered expression in *Fabp2*^–/–^ and *Fabp6*^–/–^ mice are different from those in *Fabp2*^–/–^;*Fabp6*^–/–^ mice, suggesting that the biological processes that are affected when both *Fabp2* and *Fabp6* genes are missing are different from those when only one of these genes is absent.

### 3.3. Predicted Nutrient Metabolism Processes in the Small Intestine of Fabp Gene Ablated Mice Are Sex Biased

Since the small intestine is the frontline for nutrient acquisition, transport, metabolism, as well as signaling, and where sex differences are also known to be pre-existing [47,48,49,50], we asked whether the genes involved in nutrient metabolism were influenced differently in male and female mice by the loss of specific Fabps. The affected biological process (GO:BP) identified was categorized according to macromolecule/macronutrient metabolism (carbohydrate, protein and lipid metabolism) and sterol/bile acid metabolism, and then the number of unique DE genes belonging to these categories was stratified according to genotype and sex. As shown in Figure 3, *Fabp2*^–/–^ and *Fabp2*^–/–^;*Fabp6*^–/–^ mice displayed similar metabolism patterns partitioned by sex. Specifically, all four categories of metabolism were affected more in males than in females, and the lipid and protein metabolism were influenced the most in both sexes. However, this pattern was not evident in the *Fabp6*^–/–^ mice, where the total numbers of DE genes involved in macronutrient metabolism were similar in male and female mice. In these mice, protein metabolism was influenced the most in males while lipid metabolism was greatly influenced in females. 

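*Scd1*, the stearoyl-CoA desaturase, was higher in *Fabp2*-/- males by 1.87 (n = 2 pools in each group), and its call ended without WT male replicate 1 (1.81) and with an intensity trend and robust prior (adjusted p = 0.253). *Srebf1*, a transcription factor of lipid synthesis, was higher in *Fabp2*-/-;*Fabp6*-/- males by 0.71, and *Acaa1b*, a peroxisomal thiolase, by 1.21. *Tkfc*, the triokinase of fructose metabolism, was lower in *Fabp2*-/-;*Fabp6*-/- males with a log2 fold change of −0.88. The categories were counted here from gene lists, with 85 measured genes for lipid, 29 for carbohydrate, 54 for protein and 45 for sterol metabolism. The disrupted genes are members and are counted where called, *Fabp2* in the lipid and *Fabp6* in the sterol category. Over the 4 categories, 9 genes were DE genes in *Fabp2*-/- males and 6 in *Fabp2*-/- females, and 22 in *Fabp2*-/-;*Fabp6*-/- males and 8 in *Fabp2*-/-;*Fabp6*-/- females. The lipid category held 7 DE genes in *Fabp2*-/- males, 4 in *Fabp2*-/- females, 10 in *Fabp2*-/-;*Fabp6*-/- males and 3 in *Fabp2*-/-;*Fabp6*-/- females. The sterol category held 1 in *Fabp2*-/- males against 2 in *Fabp2*-/- females, the carbohydrate category 1 against 0, and the protein category 0 in both sexes. In *Fabp2*-/-;*Fabp6*-/- females the sterol category held 3, the protein category 2 and the carbohydrate category 0. The sterol count of *Fabp2*-/- females was 0 or 1 without single pools, the carbohydrate count of *Fabp2*-/- males 0, the sterol count of *Fabp2*-/- males 0 or 1, the protein count of *Fabp2*-/- females 0 to 3 and that of *Fabp2*-/- males 0 or 1. For *Fabp2*-/-;*Fabp6*-/- females the sterol count was then 1 to 4, the protein count 0 or 1 and the carbohydrate count 0 or 1. In *Fabp2*-/-;*Fabp6*-/- males the sterol category held 6 DE genes and the carbohydrate and protein categories 3 each, and the protein count was 5 without WT male replicate 2. For *Fabp2*-/- males the count over the categories was 3 without WT male replicate 1, and the lipid count was 3 without WT male replicate 1 and 4 without WT male replicate 2. For *Fabp2*-/-;*Fabp6*-/- females the count over the categories was 4 without WT female replicate 2 or without *Fabp2*-/-;*Fabp6*-/- female replicate 2.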

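*Pck1*, the phosphoenolpyruvate carboxykinase of gluconeogenesis, was lower in *Fabp6*-/- males with a log2 fold change of −0.74 and in *Fabp6*-/- females with −0.86 (n = 2 pools in each group). In females its call ended without WT female replicate 2 (−0.71) or *Fabp6*-/- female replicate 1 (−0.77), and in males without WT male replicate 1 (−0.92), WT male replicate 2 (−0.57) or *Fabp6*-/- male replicate 1 (−0.36). With an intensity trend and robust prior it was called in neither sex (adjusted p = 0.346 in males and 0.298 in females). Over the categories 8 genes were DE genes in *Fabp6*-/- males and 7 in *Fabp6*-/- females. The male count was 1 without WT male replicate 1 and 2 without *Fabp6*-/- male replicate 1 or *Fabp6*-/- male replicate 2. The female count was 2 without WT female replicate 1, 4 without WT female replicate 2 and 16 without the library labelled *Fabp6*-/- female replicate 2.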

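In *Fabp6*-/- males the protein category held 3 DE genes, *Chac1*, a glutathione-degrading enzyme, *Asns* and *Slc15a2*, a peptide transporter, all higher than in WT males, and the lipid category held 1 (n = 2 pools in each group), which was lost without WT male replicate 1 or *Fabp6*-/- male replicate 2. The probe set of *Asns* with the highest mean signal gave 0.44 and was not called. The protein count in males was 0 without WT male replicate 1, *Fabp6*-/- male replicate 1 or *Fabp6*-/- male replicate 2. In *Fabp6*-/- females 3 protein genes were lower, *Phgdh* with a log2 fold change of −0.77, *Atf5*, a transcription factor of the amino acid response, and *Pck2*, the mitochondrial phosphoenolpyruvate carboxykinase. The call of *Phgdh* ended without WT female replicate 1 (−0.59) or *Fabp6*-/- female replicate 1 (−0.61) and with its probe set of highest mean signal (−0.19). The lipid category held 2 DE genes in *Fabp6*-/- females, *Mlxipl* and *Acox2*, and the call of *Acox2* ended without WT female replicate 1 (−0.51) or the library labelled *Fabp6*-/- female replicate 2 (−0.40). Without the library labelled *Fabp6*-/- female replicate 2 the protein count in females was 5 and the lipid count 4, and without WT female replicate 1 they were 0 and 1. Without WT female replicate 2 the protein count was 1.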

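Besides *Fabp6* itself, *Scp2*, a sterol carrier protein of peroxisomes, was the sterol and bile acid gene called in *Fabp6*-/- males, and none was called in *Fabp6*-/- females (n = 2 pools in each group). The *Scp2* probe set with the highest mean signal had a log2 fold change of −0.05 in *Fabp6*-/- males, against the call of a rise. Of 45 measured sterol and bile acid genes 2 were DE genes in *Fabp6*-/- males and 1 in *Fabp6*-/- females. The male count was 1 without WT male replicate 1, *Fabp6*-/- male replicate 1 or *Fabp6*-/- male replicate 2. In females, the count was 0 without WT female replicate 1, 2 without female replicate 1 and 3 without the library labelled *Fabp6*-/- female replicate 2.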

Surprisingly, only a few genes involved in sterol/bile acid metabolism were identified in both male and female *Fabp6*^–/–^ mice (Figure 3). 

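In *Fabp2*-/-;*Fabp6*-/- males, *Cyp27a1*, a mitochondrial sterol hydroxylase of bile acid synthesis, and *Abcg8*, a half-transporter that returns sterols to the gut lumen, were higher by 0.72 and 0.68 (n = 2 pools in each group), and the call of *Cyp27a1* ended without WT male replicate 1 (0.69), WT male replicate 2 (0.76) or *Fabp2*-/-;*Fabp6*-/- male replicate 1 (0.54). *Mep1a*, a brush border peptidase, was higher by 0.58, and its call held without any 1 pool but not with only the arrays of the 2 groups compared (0.49). Of 25 genes of bile acid and sterol handling 5 were higher and 1 lower in *Fabp2*-/-;*Fabp6*-/- males, also over the list alone (adjusted p = 0.242 with an estimated correlation). Of the 213 measured genes of the categories, 22 were DE genes in *Fabp2*-/-;*Fabp6*-/- males, more than the 9 and 8 of *Fabp2*-/- and *Fabp6*-/- males. In the same order, these males had 291, 125 and 88 DE genes in all. The 8 of *Fabp2*-/-;*Fabp6*-/- females compare with 6 and 7 in *Fabp2*-/- and *Fabp6*-/- females, among 169, 143 and 82 DE genes in all. The category counts hold the disrupted genes themselves, both *Fabp2* and *Fabp6* in *Fabp2*-/-;*Fabp6*-/- mice. Without single pools the *Fabp2*-/-;*Fabp6*-/- male count lay between 17 and 26.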

For *Fabp2*^–/–^;*Fabp6*^–/–^ mice, there was a substantially higher number of DE genes involved in macronutrient and sterol metabolism compared to mice with single Fabp gene disruption.

We used the interaction network analysis to gain insight into the possible functions of DE genes based on the predicted interactions among their encoded proteins. Generally, males and females had very different network patterns in response to same Fabp gene ablation, suggesting sex-dependent biological responses, even though some nodes of the networks are shared (Figure 4). Specifically, the first-order networks of *Fabp6*^–/–^ and *Fabp2*^–/–^;*Fabp6*^–/–^ males contain more seed proteins, which are starting-point proteins extracted by the NetworkAnalyst to build networks, than females (28 for *Fabp6*^–/–^ and 90 for *Fabp2*^–/–^; *Fabp6*^–/–^ males; 24 for *Fabp6*^–/–^ and 66 for *Fabp2*^–/–^;*Fabp6*^–/–^ females) whereas the network of *Fabp2*^–/–^ males contains fewer seed proteins (25 for *Fabp2*^–/–^ males and 33 for *Fabp2*^–/–^ females) (Figure 4). When comparing the nodes that have more than one interacting protein, all mice (all genotypes, both sexes) have one node in common, forkhead box P3 (Foxp3), whereas only male mice share NF-KB (Nfkb1) and Sirtuin-1 (Sirt1). 

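*Foxp3*, the transcription factor of regulatory T cells, had log2 signals that differed from WT mice by less than 0.15 in every genotype and sex (n = 2 pools in each group), and it was not called in any comparison. *Sirt1*, a deacetylase that senses NAD, was higher in *Fabp2*-/-;*Fabp6*-/- males by 0.58 (SE 0.15, adjusted p = 0.061) and was not called in the other comparisons. Its call ended without WT male replicate 1 (0.41), *Fabp2*-/-;*Fabp6*-/- male replicate 1 (0.62) or *Fabp2*-/-;*Fabp6*-/- male replicate 2 (0.55). The node lists of Table S3 hold Foxp3 for all 6 networks, Sirt1 for the males of all 3 genotypes and for *Fabp6*-/- females, and Nfkb1 for the males of all 3 genotypes and for *Fabp2*-/- and *Fabp2*-/-;*Fabp6*-/- females. The paper's comparison covers only nodes with more than 1 interacting protein, a limit not applied to these lists. *Nfkb1* had no value here and was not tested. The networks rest on known interactions between proteins, and the interaction database was not used here.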

Interestingly, when both Fabp2 and Fabp6 are missing, Nfkb1, but not Sirt1, appear only in the network map of female mice. *Fabp2*^–/–^;*Fabp6*^–/–^ mice have a greater number of nodes in both sexes than the combined number of nodes in *Fabp2*^–/–^ and *Fabp6*^–/–^ mice, suggesting that a larger and more complex interaction network was affected when both Fabp2 and Fabp6 are missing.

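*Cd74*, the invariant chain of MHC class II, was lower in *Fabp2*-/-;*Fabp6*-/- males with a log2 fold change of −1.39 and in *Fabp2*-/-;*Fabp6*-/- females with −1.10 (n = 2 pools in each group). *Igtp*, an interferon-inducible GTPase that restricts intracellular parasites, was lower with −1.51 in males and −0.89 in females. The 4 calls held without any 1 pool. The DE genes called here numbered 291 in *Fabp2*-/-;*Fabp6*-/- males, against a sum of 213 for the single gene disruptions in males, and 169 in *Fabp2*-/-;*Fabp6*-/- females, against a sum of 225. Without WT male replicate 1 the counts were 188 in *Fabp2*-/-;*Fabp6*-/-, 51 in *Fabp2*-/- and 4 in *Fabp6*-/- males. The *Fabp2*-/- males had 245 without *Fabp2*-/- male replicate 2, and the *Fabp6*-/- females had 314 without the library labelled *Fabp6*-/- female replicate 2. Networks were not built from these genes.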

## 4. Discussion

The existence of sexual dimorphism in lipid metabolism in the intestine has been described in both humans and mice [45,51,52]. As the most abundant cytoplasmic proteins that play pivotal roles in lipid metabolism in the small intestine, intestinal Fabps have been shown to exhibit sexually dimorphic expression in the small intestine of mice [20,27]. As for human intestinal FABPs [53], less is known about sex differences in the expression of their genes owing to the difficulty in obtaining samples for study. The targeted disruption of intestinal Fabp genes in mice also results in sexually dimorphic effects. The ablation of the *Fabp2* gene causes a much larger degree of metabolic disturbance in male *Fabp2*^–/–^ mice than female *Fabp2*^–/–^ mice [21,54]. Similarly, the ablation of the *Fabp6* gene induced differential alterations in male and female mice regarding bile acid metabolism [27]. The whole-body deficiency of the Fabp1 has also been shown to induce sexually dimorphic phenotypes [32,55] but since the *Fabp1* gene is expressed in many tissues, particularly in the liver, the metabolic consequences of intestine-specific deficiency of Fabp1 is not readily apparent from currently available *Fabp1*^–/–^ mouse models. It is clear from available studies that the ablation of genes encoding intestinal Fabps impacts on the expression of genes in a variety of tissues, in addition to the small intestine, and alter whole-body metabolism in a sex-dimorphic manner [27,54,55].

The sex dimorphic transcriptome is determined by many factors. Despite the males and females sharing a common autosomal genome, it is estimated that the sex-biased expression of genes in specific tissues ranges from less than 1% to 30%, depending on the sequencing techniques and statistical cut-offs used in the analyses [56,57]. Indeed, sex-dependent gene expression patterns are evident in the brain, liver, muscle, adipose tissue, and intestines of mice [43,58,59]. Sex differences in the transcriptome of a specific tissue are likely framed by the combined effects of biological sex as dictated by sex chromosomes, sex hormones or the sex-specific modification of the epigenome [60,61]. For example, substantial sex-biased gene expression is clearly evident in the small intestine of prepubescent mice and even as early as during embryo development [43,62]. In our study, nearly all the of DE genes detected in the intestinal transcriptome of all Fabp gene-disrupted genotypes were resident on autosomal chromosomes and very few were involved in sex hormonal-related processes. Moreover, protein–protein interaction analysis revealed that the major networks involving the DE genes in the majority of Fabp gene-disrupted genotypes included transcriptional signaling processes related to PPAR and FXR. It has been shown that PPAR and FXR themselves manifest a sexually dimorphic expression [63,64,65]. Given the fact that Fabps share the many ligands with these nuclear receptors, the loss of specific Fabps could further alter the ability of these transcription factors to regulate gene expression in a sex-dependent manner. All these findings might suggest the existence of sex-biased regulatory networks, which are constructed by proteins and RNAs with sex-biased abundance, including Fabps. Such networks, in turn, influence the internal availability of bioactive substrates such as nutrients and xenobiotics. Consequently, biological sex modifies the physiological responses to extrinsic interventions and differentiates the onset, development, and outcome of diseases in males and females [44,66].

This study provides insights into the potential biological roles and functional relationships of the intestinal Fabps. It was previously suggested that multiple Fabps in the small intestine might share some functions to ensure fatty acid and bile acid metabolism [20]. Fabp1 and Fabp2 show preference for binding fatty acids whereas Fabp6 prefers bile acids [9,26]. On the other hand, Fabp1 and Fabp6 can bind bile acids and fatty acids, respectively, at lower affinities [8,26]. Indeed, we found that mice lacking both Fabp2 and Fabp6 were viable. Interestingly, the network analysis revealed the loss of both Fabps affected a much larger number of processes in male mice than in female mice, similar to *Fabp2*^–/–^ mice. Future studies will uncover how these changes manifest at the organismal level. In addition, different regions of the small intestine have specialized metabolic and immune functions [67,68]. It would also be interesting to determine the nature of the changes in the gene expression program at these regions of the small intestine in males and females.

It should be noted that the findings of our analyses are applicable to a population of mice with the same age, fed the standard murine laboratory diet and housed under standard vivarium environmental conditions. Thus, our study does not inform on how the gene expression programs of male and female small intestine might evolve as a function of aging, in response to specific dietary challenges, changes in environmental conditions, nor does it provide information on changes in protein abundance or activity. Nevertheless, our findings provide a reference point for future studies to understand how biological sex impacts on the genomic responses associated with metabolic pathways involved in nutrient processing by the intestines, overall nutrient metabolism and susceptibility to various diet-induced metabolic diseases.

In conclusion, our study shows that sex is an important determinant of the intestinal transcriptome. Moreover, the pre-existing differences between males and females may govern the distinct alterations of the intestinal gene expression program manifested by males and females in response to the targeted inactivation of genes encoding the intestinal Fabps.

## Figures and Tables

**Figure 1:**
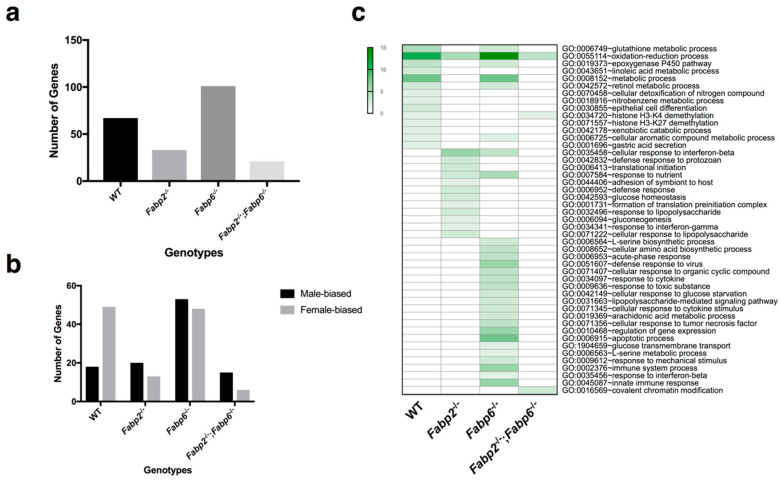
Sex-biased genes and functional annotation (gene ontology: biological process, GO: BP). (**a**) Comparison of the number of sex-biased genes identified in wild-type (WT), *Fabp2*^–/–^, *Fabp6*^–/–^, and *Fabp2*^–/–^;*Fabp6*^–/–^ mice. (**b**) The number of male- and female-biased genes in the small intestinal transcriptome across all genotypes. (**c**) Comparison of the biological processes enriched (*p*-value < 0.05) using sex-biased genes. The numbers of genes involved in each biological process are represented by the green color, darker shades indicate a greater number of genes. See Supplementary Table S1 for a complete list of sex-biased genes.

**Figure 2:**
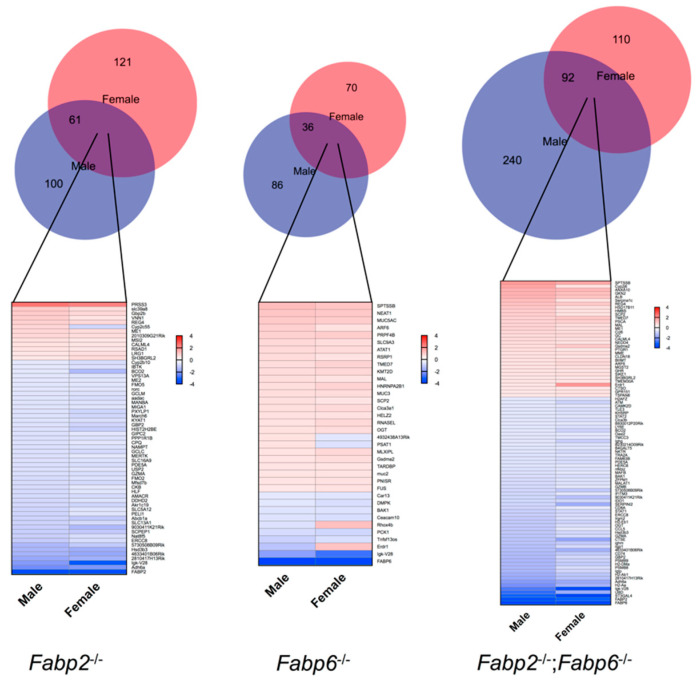
The comparison of the differentially expressed (DE) genes in different Fabp gene-disrupted male and female mice. The Venn Diagram of the common and sex-specific DE genes induced by the deletion of Fabp genes (top). The heatmap comparing the altered expression of the common DE genes shared by males and females (bottom). See Supplementary Table S1 for a complete list of DE genes.

**Figure 3:**
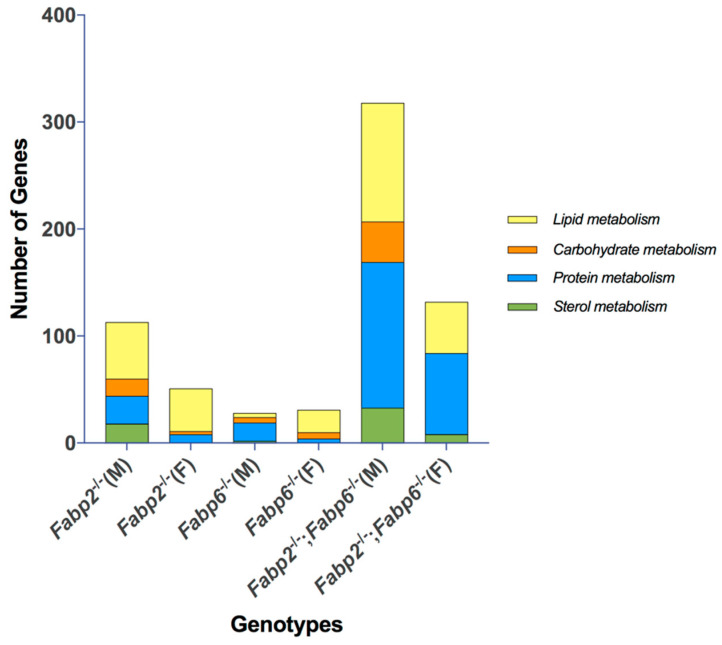
The comparison of the numbers of DE genes involved in key nutrient metabolism processes. The biological processes that comprise the nutrient metabolism categories are listed in the Supplementary Table S2.

**Figure 4:**
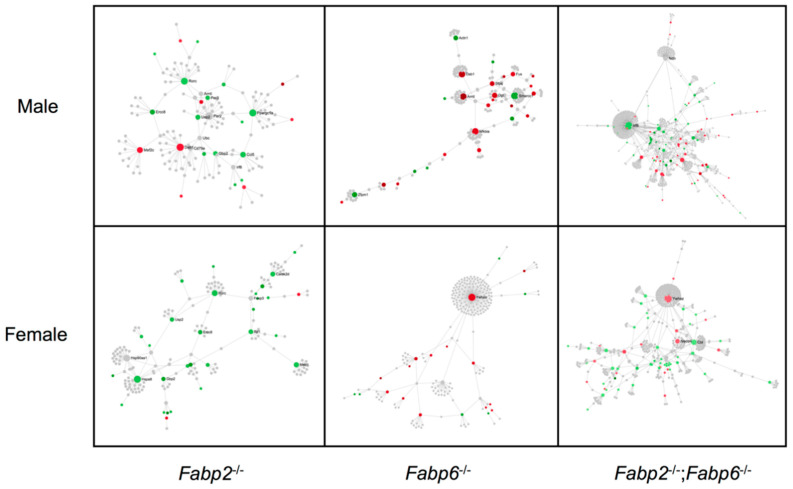
The protein–protein interaction networks of DE genes in different Fabp gene-disrupted genotypes (*Fabp2*^–/–^, *Fabp6*^–/–^, and *Fabp2*^–/–^;*Fabp6*^–/–^). Three types of proteins (nodes) are presented in the networks: seed proteins represented in green are encoded by downregulated genes and those represented in red are encoded by upregulated genes. Only the shortest-path first-order networks from the seed proteins are shown. Proteins represented in grey are known to directly interact with the seed proteins. The nodes are listed in the Supplementary Table S3.

**Table 1:** Gene ontology analysis for the DE genes induced in different genotypes. The top 10 biological processes that are enriched in each genotype are shown, as are the number of genes that fall within each process (count) and the *p*-values obtained.

*Fabp2*^–/–^ (M)	Count	*p*-Value	*Fabp2*^–/–^ (F)	Count	*p*-Value
GO:0055114~oxidation-reduction process	22	6.42 × 10^−8^	GO:0006749~glutathione metabolic process	5	6.03 × 10^−4^
GO:0006629~lipid metabolic process	17	6.02 × 10^−7^	GO:0006805~xenobiotic metabolic process	4	8.68 × 10^−4^
GO:0032922~circadian regulation of gene expression	7	7.89 × 10^−6^	GO:0008152~metabolic process	12	0.001148
GO:0008202~steroid metabolic process	7	4.98 × 10^−5^	GO:0042130~negative regulation of T cell proliferation	4	0.003863
GO:0048511~rhythmic process	8	6.51 × 10^−5^	GO:0035458~cellular response to interferon-β	4	0.004144
GO:0006631~fatty acid metabolic process	8	2.24 × 10^−4^	GO:0035729~cellular response to hepatocyte growth factor stimulus	3	0.00693
GO:0006805~xenobiotic metabolic process	4	8.33 × 10^−4^	GO:0055085~transmembrane transport	9	0.00846
GO:0006694~steroid biosynthetic process	5	0.001392	GO:0017144~drug metabolic process	3	0.008746
GO:0007623~circadian rhythm	6	0.001573	GO:0032922~circadian regulation of gene expression	4	0.012478
GO:0006641~triglyceride metabolic process	4	0.003454	GO:0006807~nitrogen compound metabolic process	3	0.012935
***Fabp6*^–/–^ (M)**			***Fabp6*^–/–^ (F)**		
GO:0045944~positive regulation of transcription from RNA polymerase II promoter	14	0.002734	GO:0006915~apoptotic process	10	0.001953
GO:0006814~sodium ion transport	5	0.004634	GO:0045779~negative regulation of bone resorption	3	0.002748
GO:0048511~rhythmic process	5	0.0051837	GO:0006397~mRNA processing	7	0.005133
GO:0006351~transcription, DNA-templated	20	0.005575	GO:0008652~cellular amino acid biosynthetic process	3	0.006677
GO:0033137~negative regulation of peptidyl-serine phosphorylation	3	0.008042	GO:0033137~negative regulation of peptidyl-serine phosphorylation	3	0.006677
GO:0008652~cellular amino acid biosynthetic process	3	0.008042	GO:0006094~gluconeogenesis	3	0.00721
GO:0051726~regulation of cell cycle	4	0.023003	GO:0061430~bone trabecula morphogenesis	2	0.014694
GO:0035020~regulation of Rac protein signal transduction	2	0.032085	GO:0051726~regulation of cell cycle	4	0.017872
GO:0006915~apoptotic process	8	0.03525	GO:0006564~L-serine biosynthetic process	2	0.019545
GO:0006810~transport	17	0.035583	GO:0045944~positive regulation of transcription from RNA polymerase II promoter	11	0.024183
***Fabp2*^–/–^;*Fabp6*^–/–^ (M)**			***Fabp2*^–/–^;*Fabp6*^–/–^ (F)**		
GO:0002376~immune system process	26	5.43 × 10^−9^	GO:0019886~antigen processing and presentation of exogenous peptide antigen via MHC class II	6	9.87 × 10^−8^
GO:0034341~response to interferon-γ	8	1.55 × 10^−7^	GO:0002376~immune system process	17	3.32 × 10^−7^
GO:0019882~antigen processing and presentation	10	2.21 × 10^−7^	GO:0019882~antigen processing and presentation	8	4.85 × 10^−7^
GO:0055114~oxidation-reduction process	32	2.85 × 10^−7^	GO:0034341~response to interferon-γ	6	2.97 × 10^−6^
GO:0035458~cellular response to interferon-β	9	2.95 × 10^−7^	GO:0035458~cellular response to interferon-β	6	3.04 × 10^−5^
GO:0042572~retinol metabolic process	7	2.00 × 10^−6^	GO:0006955~immune response	12	3.31 × 10^−5^
GO:0019886~antigen processing and presentation of exogenous peptide antigen via MHC class II	6	2.08 × 10^−6^	GO:0002504~antigen processing and presentation of peptide or polysaccharide antigen via MHC class II	4	5.60 × 10^−5^
GO:0006955~immune response	17	1.23 × 10^−5^	GO:0042130~negative regulation of T cell proliferation	5	4.31 × 10^−4^
GO:0007584~response to nutrient	9	2.63 × 10^−5^	GO:0060337~type I interferon signaling pathway	3	0.001154
GO:0006629~lipid metabolic process	22	2.64 × 10^−5^	GO:0031175~neuron projection development	7	0.00154

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4425/11/8/943/s1. Supplementary Figure S1: Flowchart illustrating the microarray data analysis workflow. Supplementary Figure S2: Assessment of the quality of data by comparing signal intensity from the biological replicates using linear correlation (x axis, replicate 1 and y axis, replicate (2) after robust multichip average (RMA) processing. 

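Across the probe sets of a chip, the 2 pools of a group had Pearson correlations between 0.9914 and 0.997. The lowest value was that of the *Fabp6*-/- females on 430A. These correlations are across genes within a pair of pools, and genes are not independent replicates.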

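The 2 chips share 100 probe sets, which measure the same transcripts in the same pool. After the mean of each probe set over the pools was removed, 14 of 16 pools correlated best with the same pool on the other chip.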

Supplementary Figure S3: Assessment of the quality of the data by comparing signal intensities of shared probes on Chip 430A (x axis) and Chip 430B (y axis) for each biological replicate using the linear correlation after a robust multichip average (RMA) processing. Supplementary Figure S4: Assessment of the quality of microarray data using boxplot after robust multichip average processing. Supplementary Figure S5. The volcano plots of differentially expressed genes in different Fabp gene-disrupted male and female mice. Supplementary Figure S6: Chromosomal location of sex-biased genes identified in wild-type (WT) and Fabp gene-disrupted mice. Supplementary Figure S7: Venn diagrams and heatmaps showing the number of differentially expressed genes in male and female intestinal transcriptomes of different Fabp gene-disrupted genotypes. Supplementary Figure S8: Chromosomal location of differentially expressed (DE) genes identified in male and female intestinal transcriptomes of different Fabp gene-disrupted genotypes. Supplementary Table S1: Complete lists of sex-biased genes and differentially expressed (DE) genes. Supplementary Table S2: List of the biological processes cited in Figure 3 categorized under lipid metabolism, carbohydrate metabolism, protein metabolism and sterol metabolism. Supplementary Table S3: List of nodes, edges and seeds identified in the networks shown in Figure 4.

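A boxplot shows the spread of the log2 signals of an array. The 5th percentile of an array on 430A lay between 3.58 and 3.66, and the 95th percentile between 9.80 and 9.93.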

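Table S1 holds 1327 entries of sex-biased or DE genes over the 10 comparisons. Of these, 1187 name a gene tested here, 1019 of them with a log2 fold change within 0.005 of the paper's reported value, and 972 were called here in the same comparison. A further 72 calls made here are not listed in Table S1 for the same comparison.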

How the deposited data were processed for this re-analysis (not part of the article)

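Total RNA of the small intestine of 10-week-old WT, *Fabp2*-/-, *Fabp6*-/- and *Fabp2*-/-;*Fabp6*-/- mice of both sexes was analysed. RNA of 2 mice was pooled, 2 pools represented each of the 8 groups, and each of the 16 pools was hybridized to the Affymetrix arrays 430A and 430B. The values as deposited are log2 signals that the authors made from the raw intensities by background correction and quantile normalization with robust multichip average (RMA), each chip type on its own. The version of RMA is not stated. The series matrix values equalled the RMA tables in every cell. The raw array files were not used here.

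The platform annotation named 1 Entrez gene for 20393 of the 22690 probe sets on 430A and for 14674 of the 22575 on 430B. Probe sets that named several genes (691 and 245) or none (1606 and 7656) were left out, because their signal cannot be assigned to 1 gene. For each gene and chip, the probe set with the largest interquartile range over the 16 arrays was kept, which gave 12394 tests on 430A and 9612 on 430B over 18195 different genes, of which 3811 were on both chips. A gene on both chips was counted once. The paper filtered on the interquartile range and Entrez annotation without a stated limit in its text. No further limit was set here, because the ratio of FDR to p in Table S1 was that of about all annotated genes of each chip.

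The means of the 8 groups were fitted per chip with limma 3.58.1 in R 4.3.3, with 8 residual degrees of freedom and its empirical Bayes moderated test, two-sided. P-values were adjusted by Benjamini-Hochberg per chip and comparison, and genes were called at an FDR under 0.2 and an absolute log2 fold change over 0.5, the paper's thresholds. The 14 comparisons were the 4 of females with males in each genotype, the 6 of gene-disrupted with WT mice of the same sex, the 3 interactions of sex with genotype against WT mice and the mean sex difference over the 4 genotypes. With 2 pools in each group, the number of arrays limits the precision. Replicate numbers were not taken to pair the pools. Shares of chromosomes and neighbours of the targeted loci were compared with Fisher's exact test, two-sided, over the tested genes, with 200 genes on each side of a locus in the gene order of the RefSeq table of GRCm38.p6.

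Shifts of 40 gene lists were tested in the 14 comparisons with camera at an inter-gene correlation of 0.01, with the correlation estimated per list and with fry, all in limma. The lists were written before the data were examined but after the paper and its Table S1 had been read, so that counts adjusted over a list alone are not independent evidence. The 4 nutrient categories were counted from lists of this kind, since the annotation behind the paper's categories was not used here.

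The genes named were chosen by a rule set before the data were examined. It takes for each comparison the 12 called genes with the largest rise and the 12 with the largest fall among those whose 2 pools of a group lie both above or both below the pools of the other. It adds *Fabp2*, *Fabp6*, *Fabp1*, every gene that the paper names or shows in Figure 2 as shared, and for each list described up to 4 called members with the largest change. The values of Table S1 were seen before this rule was written. Genes named outside it were chosen after their values were seen.

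The alternatives tried were the probe set of highest mean signal, all probe sets, removal of genes under the median interquartile range, a low-signal filter at a log2 signal of 6 in at least 2 arrays, only the arrays of the groups compared, p-values adjusted over both chips, an intensity trend and robust prior, cyclic loess, a replicate block, the series matrix values, an FDR under 0.05, 100 or 400 genes on each side of a locus, and omission of each pool in turn. A replicate block with the numbers of a group crossed and the omission of genes near *Fabp2* were added after the data were seen. The genome was also scanned after the data were seen in windows of 100 tested genes, 25 apart, with a hypergeometric test adjusted over the 650 windows of each comparison. Intervals of medians and of the ratio of slopes came from 2000 bootstrap samples of genes, and the sex effect over all genotypes was compared with 100 other splits of the pools. Over 100 probe sets shared by the chips, 14 of the 16 pools matched best with themselves. The other 2, WT female replicate 2 and *Fabp2*-/- female replicate 1, had correlations of 0.203 and 0.462 with themselves.

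The fit was tested on simulated data in which 100 genes were changed at each of the log2 sizes 0.75, 1, 1.5 and 2, all at once. Each gene varied on its own, so a deviation shared by many genes of a pool was not simulated. Of the 100 genes of a size, the fit called 94 to 97 at a log2 change of 0.75 and 99 to 100 at a change of 1. There were 11 to 18 false calls over 22006 tests beside the changed genes of all sizes.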

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

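The scan of the genome in windows, the count of neighbours of *Fabp2* called in both sexes and the tests of the *Fabp6* transcript in a *Fabp6*-/- pool and of fewer B cells and macrophages as the whole cause in males were chosen after the result was seen.

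Among the 8 pools labelled as lacking *Fabp6*, the library labelled *Fabp6*-/- female replicate 2 stood apart, with a gap to the next pool of 0.946 of the whole range. A gap past the limit for this test arises by chance in about 1 of 20 groups, and 5 groups were examined. This gap lay far above that limit, and a gap of this size is rarer. Its log2 *Fabp6* signal was 9.21, and the other 7 pools lay at 4.80 to 5.04. An exchange of the whole pool with a pool of another genotype would leave a pool with an intact gene at a low signal. The lowest of the 8 pools with an intact gene was at 10.5, and the pool lay 1.29 below it while the 8 pools spanned 0.82, which argues against an exchange. RNA of mice with an intact gene in the pool may explain the signal. Over 87 other DE genes of *Fabp6*-/- males, the slope of this pool on the male log2 fold changes was 0.915 times that of replicate 1 (95% bootstrap interval 0.573 to 1.42), and this range is too wide to tell the explanations apart. No biological explanation was tested.

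Of 373 tested genes near *Fabp2*, more were called than elsewhere in mice lacking *Fabp2*, with odds ratios of 9.05 in *Fabp2*-/- males, 8.72 in *Fabp2*-/- females, 3.27 in *Fabp2*-/-;*Fabp6*-/- males and 5.59 in *Fabp2*-/-;*Fabp6*-/- females. The paper does not report on genes by their distance from *Fabp2*. DNA of the embryonic stem cell strain that flanks the targeted gene may differ from that of WT mice, which would raise the odds ratio in the 4 comparisons that lack *Fabp2* and not in *Fabp6*-/- mice. The lowest of the 4 odds ratios was 3.27 (95% confidence interval 1.89 to 5.34), and all 16 neighbours called in both a male and a female comparison, which share no pool, had the same sign in each. Over the whole genome, 1 of 50 genes shared by the sexes in *Fabp2*-/- mice and 0 of 77 in *Fabp2*-/-;*Fabp6*-/- mice had opposite signs. The agreement in sign is therefore not particular to the neighbours. In *Fabp6*-/- mice the odds ratio was 0.548 in males and 2.47 in females (0.652 to 6.62, exact p = 0.0879), and with 4 called genes the value in females does not exclude a rise there. Near *Fabp6*, the gene targeted in these mice, the odds ratio was 1.59 (0.321 to 4.85) in males and 0.555 (0.0138 to 3.2) in females. A rise near that gene was not shown, and the wide intervals do not exclude it. The data are consistent with this explanation for the genes near *Fabp2* in mice lacking *Fabp2*. These neighbours reach far, with *Hsd3b3* at place −172 and *Reg4* at −177 from *Fabp2* in tested genes. Another window on chromosome 3, from *Siah2* to *Gm3740*, passed in *Fabp2*-/- females (5 genes, adjusted p = 0.0447, hypergeometric) and *Fabp2*-/-;*Fabp6*-/- females (6 genes, adjusted p = 0.0146). Its called genes lie outside the 400 tested genes on each side of *Fabp2*. The explanation does not cover the groups of called genes on other chromosomes. Of 100 genes on chromosome 9 from *Bmp5* to *Rnf7*, 11 were called in *Fabp2*-/-;*Fabp6*-/- males (adjusted p = 0.000375, hypergeometric), 7 in *Fabp2*-/- females (adjusted p = 0.00153) and 5 in *Fabp2*-/- males (adjusted p = 0.0275), and the highest count in a window on chromosome 3 in *Fabp2*-/-;*Fabp6*-/- males was 9 (adjusted p = 0.00297). From *Cox7a2* to *Mras* on chromosome 9, 7 were called in *Fabp2*-/-;*Fabp6*-/- females (adjusted p = 0.0029). On chromosome 11 a window passed in *Fabp2*-/- males (6 genes, adjusted p = 0.00477) and in *Fabp2*-/- females (5 genes, adjusted p = 0.0447). No explanation was tested for these groups, and windows on chromosomes 5, 6, 8 and 17 passed too in *Fabp2*-/-;*Fabp6*-/- males, and on chromosomes 6 (6 genes, adjusted p = 0.0146) and 17 (8 genes, adjusted p = 0.000674) in *Fabp2*-/-;*Fabp6*-/- females. An effect of the loss of *Fabp2* on its neighbours was not tested, and neither was a mismatch of probes with the other strain. With the genes near *Fabp2* left out, a choice made after the result was seen, the DE genes numbered 106 in *Fabp2*-/- males, 122 in *Fabp2*-/- females, 273 in *Fabp2*-/-;*Fabp6*-/- males and 152 in *Fabp2*-/-;*Fabp6*-/- females, and 38 and 68 were shared by both sexes.

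Of 18 interferon-gamma response genes 14, and of 12 MHC class II genes 6, were called lower in *Fabp2*-/-;*Fabp6*-/- males, with median log2 fold changes over the lists of −0.70 (95% bootstrap interval −0.96 to −0.53) and −0.46 (−1.42 to −0.06). Neither list shift passed with an estimated correlation (adjusted p = 0.0901 and 0.129), and *H2-Ob* (0.15) and *Ifi30* (0.18), named after their values were seen, had positive values. Fewer B cells and macrophages in the tissue could lower both. The B and plasma cell markers had a median of −0.16 and the macrophage and dendritic cell markers of −0.10 (−0.23 to −0.03), both above the interval of the interferon-gamma response genes. For the pools measured, this argues against these cells as the whole cause of that part in males. The intervals resample the genes of a list and leave out the spread between pools, so they do not carry this beyond these pools. For the MHC class II genes, whose interval reaches −0.06, the change could not be told apart from fewer such cells. T cell markers had a median of −0.49, so fewer T cells, or less interferon-gamma from them, stay open as untested explanations beside an effect of the genotype. The values in males subtract the WT male pools, and a deviation of these pools was not tested. In females the medians were −0.31 for MHC class II, −0.28 for interferon-gamma response, −0.15 for B and plasma cell and −0.23 for macrophage and dendritic cell genes. T cell markers had −0.11 (−0.27 to −0.03) in females, nearer to 0 than in males, beside −0.68 to −0.20 for the interferon-gamma response genes, and these intervals overlap.

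*St3gal4*, a sialyltransferase picked after its values were seen, had log2 signals of 6.63, 6.72 and 6.41 in 3 pools of *Fabp2*-/-;*Fabp6*-/- mice and of 11.41 in male replicate 2, a gap of 0.939 of the range. Its log2 fold change was −5.26 (SE 0.84) in females and −3.10 in males, where its call ended without WT male replicate 1 (−3.12) or WT male replicate 2 (−3.08). The male value rested on which pool was kept, with −0.71 without *Fabp2*-/-;*Fabp6*-/- male replicate 1 and −5.49 without *Fabp2*-/-;*Fabp6*-/- male replicate 2.

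The response to the gene disruption differed between the sexes in the interaction test for 5 genes. In *Fabp2*-/- mice the response of females minus that of males was −2.85 for *Ctrc*, −1.77 for *Igkv9-120*, −1.68 for *Cyp2c55* and 1.61 for *Erdr1*. It was 2.37 for *Erdr1* in *Fabp6*-/- mice and 0.81 for *Matk* in *Fabp2*-/-;*Fabp6*-/- mice. Both values of *Erdr1* subtract the same WT sex difference. Its mean log2 signal was 7.52 in WT females and 8.89 in WT males, against 9.39 and 9.15 in *Fabp2*-/- females and males. The *Erdr1* probe set on 430B had group means of only 5.085 to 5.206 and did not show these differences. The call of *Cyp2c55* ended without WT female replicate 1 (−1.55). That of *Erdr1* in *Fabp2*-/- mice ended without 6 of the 8 pools (1.51 to 1.71), and that of *Matk* without 5 (0.73 to 0.86). With an intensity trend and robust prior *Ctrc* (adjusted p = 0.31), *Cyp2c55* (adjusted p = 0.31) and *Erdr1* in *Fabp2*-/- (adjusted p = 0.743) and *Fabp6*-/- mice (adjusted p = 0.416) were not called. *Erdr1* in *Fabp2*-/- mice was not called after cyclic loess (adjusted p = 0.218), and *Matk* with the probe set of highest mean signal (0.35) or p-values adjusted over both chips (adjusted p = 0.211).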

How the results depend on the processing

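The crossed replicate block and the omission of genes near *Fabp2* were chosen after seeing the data. So was the omission of single pools from the overlaps, the categories, the chromosomes, the targeted loci and the sex effect over all genotypes. The other alternatives were set before the data were examined. Of the values of named genes in the comparisons, 456 were refitted with each alternative and kept their direction and their side of the thresholds in 456 cases with the series matrix values, 447 with all probe sets, 447 with a replicate block, 443 with p-values adjusted over both chips, 431 after cyclic loess, 423 with only the arrays of the groups compared, 379 with the probe set of highest mean signal, 355 with an intensity trend and robust prior and 297 at an FDR under 0.05. The causes of the changes were not tested. Cyclic loess shifted the median of all genes by at most 0.0155. With the low-signal filter 424 values could be refitted and 417 were kept, and without genes under the median interquartile range 450 of 455. Without 1 pool, 1478 of 2136 values were kept.

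The numbers of sex-biased genes stayed within 1.5 times the reported counts with the other alternatives but changed with the following. With only the arrays compared they were 105 in WT and 29 in *Fabp2*-/-;*Fabp6*-/- mice, and at an FDR under 0.05 25 in WT, 41 in *Fabp6*-/- and 7 in *Fabp2*-/-;*Fabp6*-/- mice. In *Fabp2*-/- mice the number was 23 without genes under the median interquartile range and 25 with a replicate block. Without single pools the counts ran from 17 to 65 in WT, from 8 to 214 in *Fabp2*-/-, from 11 to 201 in *Fabp6*-/- and from 8 to 13 in *Fabp2*-/-;*Fabp6*-/- mice, and from 22 to 49 over all genotypes.

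Against WT mice, the DE genes at an FDR under 0.05 numbered 74 in *Fabp2*-/- males, 22 in *Fabp6*-/- males, 25 in *Fabp6*-/- females and 101 in *Fabp2*-/-;*Fabp6*-/- females. They numbered 144 in *Fabp6*-/- males with only the arrays compared and 52 in *Fabp6*-/- females with the probe set of highest mean signal. Without single pools the counts ran from 51 to 245 in *Fabp2*-/- males, 156 to 214 in *Fabp2*-/- females, 4 to 85 in *Fabp6*-/- males, 38 to 314 in *Fabp6*-/- females, 188 to 355 in *Fabp2*-/-;*Fabp6*-/- males and 114 to 170 in *Fabp2*-/-;*Fabp6*-/- females. Genes shared by both sexes at an FDR under 0.05 numbered 7 in *Fabp6*-/- and 43 in *Fabp2*-/-;*Fabp6*-/- mice, and without single pools 29 to 54 in *Fabp2*-/-, 4 to 39 in *Fabp6*-/- and 44 to 71 in *Fabp2*-/-;*Fabp6*-/- mice.

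Called interactions of sex and genotype numbered 7 in *Fabp2*-/- mice without genes under the median interquartile range and 7 with an intensity trend and robust prior. In *Fabp6*-/- mice they numbered 2 with only the arrays compared and 0 with an intensity trend and robust prior, where limma gave 1005 genes with an unadjusted p under 0.05 in the reported fit. In *Fabp2*-/-;*Fabp6*-/- mice they numbered 0 with the probe set of highest mean signal, 0 without genes under the median interquartile range, 0 with p-values adjusted over both chips, 0 at an FDR under 0.05, 2 with the low-signal filter, 2 after cyclic loess, 6 with an intensity trend and robust prior and 64 with only the arrays compared, and 1528 genes had an unadjusted p under 0.05 in the reported fit. A share of 0.05 of the 22006 tests would have an unadjusted p under 0.05 with no effect. Without single pools the counts of called interactions ran from 3 to 90, 1 to 36 and 0 to 6 in *Fabp2*-/-, *Fabp6*-/- and *Fabp2*-/-;*Fabp6*-/- mice.

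At an FDR under 0.05 males shared 0 DE genes between *Fabp2*-/- and *Fabp6*-/- mice, 23 between *Fabp2*-/- and *Fabp2*-/-;*Fabp6*-/- mice and 3 between *Fabp6*-/- and *Fabp2*-/-;*Fabp6*-/- mice. Females shared 5 between *Fabp2*-/- and *Fabp6*-/- and 9 between *Fabp6*-/- and *Fabp2*-/-;*Fabp6*-/- mice. Without single pools the overlaps ran from 0 to 6, 19 to 41 and 2 to 24 in males, in the same order, and from 12 to 25, 29 to 53 and 16 to 36 in females.

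At an FDR under 0.05 the 4 nutrient categories held 5 DE genes in *Fabp2*-/- males, 3 in *Fabp2*-/- females, 1 in *Fabp6*-/- males, 2 in *Fabp6*-/- females and 4 in *Fabp2*-/-;*Fabp6*-/- females. The counts of single categories fell to 0 for carbohydrate and sterol genes in *Fabp2*-/- males, sterol genes in *Fabp2*-/- females, lipid, carbohydrate and protein genes in *Fabp6*-/- males, carbohydrate, protein and sterol genes in *Fabp6*-/- females and protein genes in *Fabp2*-/-;*Fabp6*-/- females. They were 1 for sterol genes in *Fabp6*-/- males and 1 for protein genes in *Fabp2*-/-;*Fabp6*-/- males. With all probe sets they were 1 for carbohydrate genes in *Fabp6*-/- males and 4 for protein genes in *Fabp2*-/-;*Fabp6*-/- females. Without single pools the counts ran in *Fabp2*-/- males from 3 to 8 for all categories, 3 to 7 for lipid, 0 to 0 for carbohydrate, 0 to 1 for protein and 0 to 1 for sterol metabolism, and in *Fabp2*-/- females from 5 to 9 for all categories, 4 to 6 for lipid, 0 to 0 for carbohydrate, 0 to 3 for protein and 0 to 1 for sterol metabolism. In *Fabp6*-/- males they ran from 1 to 7 for all categories, 0 to 1 for lipid, 0 to 1 for carbohydrate, 0 to 4 for protein and 1 to 2 for sterol metabolism, and in *Fabp6*-/- females from 2 to 16 for all categories, 1 to 4 for lipid, 0 to 4 for carbohydrate, 0 to 5 for protein and 0 to 3 for sterol metabolism. In *Fabp2*-/-;*Fabp6*-/- males they ran from 17 to 26 for all categories, 8 to 12 for lipid, 2 to 4 for carbohydrate, 2 to 5 for protein and 5 to 7 for sterol metabolism, and in *Fabp2*-/-;*Fabp6*-/- females from 4 to 9 for all categories, 3 to 4 for lipid, 0 to 1 for carbohydrate, 0 to 1 for protein and 1 to 4 for sterol metabolism.

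The share of autosomal genes among the sex-biased genes of *Fabp6*-/- mice was 87.8% at an FDR under 0.05 (Fisher's exact p = 0.0133). Among the DE genes of *Fabp6*-/- males and females it was 95.5% and 96% at that FDR, on the other side of the share of tested genes. Without single pools it ran for sex-biased genes from 70.6 to 90.8% in WT, 40 to 95.8% in *Fabp2*-/-, 63.6 to 97% in *Fabp6*-/- and 50 to 69.2% in *Fabp2*-/-;*Fabp6*-/- mice. For DE genes it ran in males from 97.6 to 98.6% in *Fabp2*-/-, 95.7 to 100% in *Fabp6*-/- and 96.6 to 98.8% in *Fabp2*-/-;*Fabp6*-/- mice, and in females from 97.7 to 98.3%, 89.5 to 98.3% and 97.2 to 98.8%.

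The odds ratio of DE genes among the genes near *Fabp2* stayed above 1 in *Fabp2*-/- and *Fabp2*-/-;*Fabp6*-/- mice with each alternative tried for it. These were 100 or 400 genes on each side, an FDR under 0.05 and the omission of single pools. Other choices of probe set and the other fits were not tried for it. Without single pools it ran from 4.97 to 17.3 in *Fabp2*-/-, 0 to 2.08 in *Fabp6*-/- and 2.32 to 3.46 in *Fabp2*-/-;*Fabp6*-/- males and from 4.89 to 6.54 in *Fabp2*-/-, 0.845 to 1.97 in *Fabp6*-/- and 3.69 to 4.9 in *Fabp2*-/-;*Fabp6*-/- females. Near *Fabp6* it was 1.95 in *Fabp2*-/-;*Fabp6*-/- males (Fisher's exact p = 0.0388 among 6 comparisons), and no other comparison passed the test in the reported fit. The ratio there was 1.24 in *Fabp2*-/- males, 0.815 in *Fabp2*-/- females and 1.56 in *Fabp2*-/-;*Fabp6*-/- males at an FDR under 0.05. With 100 genes on each side it was 0 in *Fabp2*-/- females and 0 in *Fabp6*-/- males, and with 400 genes 0.81 in *Fabp2*-/- females, 1.22 in *Fabp2*-/-;*Fabp6*-/- males and 1.05 in *Fabp2*-/-;*Fabp6*-/- females. Without single pools it ran from 1 to 1.82 in *Fabp2*-/-, 0 to 2.12 in *Fabp6*-/- and 1.42 to 1.86 in *Fabp2*-/-;*Fabp6*-/- males and from 0.576 to 1.05 in *Fabp2*-/-, 0 to 1.2 in *Fabp6*-/- and 0.268 to 1.21 in *Fabp2*-/-;*Fabp6*-/- females.

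Of the tests of gene list shifts, 234 passed at the preset correlation, 9 with a correlation estimated per list, 39 with fry and 219 to 250 without single pools. The log2 fold change of *Fabp2* ran without single pools from −3.81 to −3.57 in *Fabp2*-/- males, −3.77 to −3.46 in *Fabp2*-/- females, −4.03 to −3.04 in *Fabp2*-/-;*Fabp6*-/- males and −3.33 to −2.98 in *Fabp2*-/-;*Fabp6*-/- females. That of *Fabp6* ran from −6.27 to −6.18 in *Fabp6*-/- males, −6.01 to −1.60 in *Fabp6*-/- females, −6.22 to −6.13 in *Fabp2*-/-;*Fabp6*-/- males and −6.15 to −5.52 in *Fabp2*-/-;*Fabp6*-/- females. In *Fabp6*-/- females it was −3.81 with an adjusted p of 0.282 with an intensity trend and robust prior, and of 0.0702 in the reported fit, which misses an FDR of 0.05.

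With the probe set of highest mean signal some called genes changed direction. Their log2 fold changes were then *Sfpq* −0.11 in the sex difference of WT mice, *Kdm5d* 0.23 in the sex difference of *Fabp2*-/- mice, *Kdm5d* 0.0101 in the sex difference of *Fabp6*-/- mice, *Kdm5d* 0.27 in the sex difference of *Fabp2*-/-;*Fabp6*-/- mice, *Pclaf* 0.0816 in *Fabp2*-/- males, *Actn1* 0.13, *Arf6* −0.0354, *Scp2* −0.0502, *Xaf1* −0.0508 and *Zfpm1* 0.0841 in *Fabp6*-/- males, *Ctse* 0.53, *Tmed7* −0.18 and *Wac* 0.0769 in *Fabp6*-/- females, *Ctse* 0.80 and *Herc6* 0.0955 in *Fabp2*-/-;*Fabp6*-/- males, *Ctse* 0.56, *Tmed7* −0.11 and *Xaf1* −0.62 in *Fabp2*-/-;*Fabp6*-/- females and *Kdm5d* 0.0591 in the sex effect over all genotypes. With the low-signal filter, *Eif2ak2* had 0.27 in *Fabp2*-/- females. With all probe sets, *Xaf1* had −0.62 in *Fabp2*-/-;*Fabp6*-/- females.

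Genes named for the paper that were not called changed sign without single pools. In *Fabp2*-/- males the log2 fold change ran from −0.0579 to 0.11 for *Fabp1*, −0.0535 to 0.20 for *Fabp6*, −0.0656 to 0.15 for *Foxp3* and −0.0418 to 0.29 for *Sirt1*. In *Fabp2*-/- females the log2 fold change ran from −0.26 to 0.37 for *Fabp6*, −0.19 to 0.0681 for *Foxp3* and −0.0999 to 0.24 for *Sirt1*. In *Fabp6*-/- females the log2 fold change ran from −0.23 to 0.0281 for *Foxp3* and −0.0591 to 0.39 for *Sirt1*. In *Fabp2*-/-;*Fabp6*-/- females the log2 fold change ran from −0.0653 to 0.0216 for *Fabp1*, −0.24 to 0.022 for *Foxp3* and −0.0559 to 0.26 for *Sirt1*.

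A replicate block was fitted as if the replicate number paired the pools, which the paper's text does not state, and the differences of same-numbered pools had correlations across genes from −0.192 to 0.0937. With numbers crossed in 1 group, 16 genes were sex-biased in *Fabp2*-/-;*Fabp6*-/- mice and 120 and 83 were DE genes in *Fabp2*-/- males and *Fabp6*-/- females.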

Differences from the paper's values

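The settings named here were all set before the data were examined, and none was chosen after the result was seen. The thresholds were the paper's, an FDR under 0.2 and an absolute log2 fold change over 0.5.

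In WT mice the paper's number of sex-biased genes is 67, against 43 here. The number was within 1.5 times the paper's with all probe sets (52), a replicate block (46), without genes under the median interquartile range (48) and without WT female replicate 2 (65), and it was not with the other alternatives. Of these, the paper's number higher in females is 49, against 30 here, and it was approached with all probe sets (37), the probe set of highest mean signal (33) and without genes under the median interquartile range (34), but with no other alternative.

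In *Fabp2*-/- mice the paper's number of sex-biased genes is 33, against 15 here, and it was approached with a replicate block (25) and without genes under the median interquartile range (23). The paper's number lower in females is 20, against 9 here, and it was approached with a replicate block alone (15). The paper's number higher in females is 13, against 6 here, and 10 were called with a replicate block or without genes under the median interquartile range. In *Fabp2*-/-;*Fabp6*-/- mice the paper's number lower in females is 15, against 9 here, and it was approached with all probe sets (12), with only the arrays compared (21) and without genes under the median interquartile range (10). The other alternatives left these 4 numbers more than 1.5 times apart.

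The paper names *Psat1* as a gene shared by both sexes of *Fabp6*-/- mice that changed in opposite directions. Its log2 fold changes here were 0.58 in males (adjusted p = 0.209) and −0.54 in females (adjusted p = 0.259), in opposite directions and not called. It was called in males without genes under the median interquartile range (adjusted p = 0.164), with the low-signal filter (adjusted p = 0.188), with only the arrays compared (adjusted p = 0.0411) and without WT male replicate 2 (0.81), and in females with all probe sets (−0.64) and with only the arrays compared (adjusted p = 0.0966).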

Other observations

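The count of genes called in all 4 comparisons of mice lacking *Fabp2* and the test of pancreatic tissue in *Fabp2*-/- females were chosen after the result was seen, and the other tests in this part were not, though their lists were written after Table S1 had been read.

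*Hlf*, *Per3*, *Usp2* and *Wee1*, genes of the circadian clock, were lower in *Fabp2*-/- males with log2 fold changes of −0.77, −0.72, −0.68 and −0.56. Of 14 measured genes of the Per and Dbp phase 4 were lower and none was higher (4 lower and 1 higher when adjusted over the list alone, adjusted p = 0.261 with an estimated correlation). Each of the 4 calls ended without at least 1 pool, *Wee1* without WT male replicate 2 (−0.49), *Hlf* without WT male replicate 1 (−0.66) or *Fabp2*-/- male replicate 1 (−0.62), *Per3* without WT male replicate 1 (−0.68), WT male replicate 2 (−0.76) or *Fabp2*-/- male replicate 1 (−0.63), and *Usp2* without WT male replicate 1 (−0.74), WT male replicate 2 (−0.62) or *Fabp2*-/- male replicate 1 (−0.51). *Npas2* and *Arntl*, of the opposite phase, were higher in *Fabp6*-/- males by 1.00 and 0.88. The call of *Npas2* ended without WT male replicate 1 (1.01) or *Fabp6*-/- male replicate 1 (0.86), and that of *Arntl* without each of the 4 pools (0.49 to 0.95).

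Genes of the liver were higher in *Fabp2*-/-;*Fabp6*-/- males, *Serpina1c* by 1.23, *Ttr* by 1.21, *Afp* by 1.07 and *Alb*, which encodes albumin, by 1.45. Of 18 measured hepatocyte genes 6 were higher (6 over the list alone, adjusted p = 0.32 with an estimated correlation), the call of *Afp* ended without WT male replicate 1 (0.70), and that of *Alb* without WT male replicate 1 (1.34) or *Fabp2*-/-;*Fabp6*-/- male replicate 1 (0.87). *Nts* and *Ghrl*, which encode the gut hormones neurotensin and ghrelin, were higher by 0.85 and 0.64, 2 of 17 enteroendocrine genes (2 over the list alone, adjusted p = 0.142 with an estimated correlation). *Ppara*, a nuclear receptor that binds fatty acids, had a log2 fold change of 0.50 (SE 0.14, adjusted p = 0.0788) in *Fabp2*-/-;*Fabp6*-/- males, below the fold change threshold.

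Of 23 gastric genes 9 were higher and 1 lower in *Fabp2*-/-;*Fabp6*-/- males (9 and 1 over the list alone, adjusted p = 0.338 with an estimated correlation), with *Gkn1* at 1.72 and *Gkn2* at 1.46. The calls of these 2 genes ended without WT male replicate 2 (0.81 and 0.67) or *Fabp2*-/-;*Fabp6*-/- male replicate 2 (1.30 and 1.08). Stomach tissue carried over at the proximal end may raise them, and would raise other gastric genes too. The 8 measured gastric genes that Table S1 does not list had a median of −0.02 in these males (95% bootstrap interval −0.06 to 0.34), which leaves this open, and of 0.04 (−0.14 to 0.11) in *Fabp6*-/- males, where *Gkn1* had 1.58 and *Gkn2* 1.38 and neither was called. Without WT male replicate 2 these values were 0.68 and 0.59, and without WT male replicate 1 they were 2.49 and 2.18. *Ctrc* was higher in *Fabp2*-/- males, *Prss3*, a trypsin of the pancreas, was higher in *Fabp2*-/- males by 2.53 and in *Fabp2*-/- females by 2.33, and pancreatic tissue carried over may be the source. In each sex the call of *Prss3* ended with 3 of the 4 pools left out one at a time (1.73 to 2.83 in males, 1.68 to 2.62 in females) and with an intensity trend and robust prior. The 8 measured acinar genes that Table S1 does not list had a median of 0.71 (0.62 to 0.86) in *Fabp2*-/- males and −0.12 (−0.22 to 0.01) in *Fabp2*-/- females, where *Ctrc* had 0.62 (0.32 to 0.93 without single pools) and was not called. Tissue carried over would raise these genes along with *Prss3*, and the value in females lay under the bound of 0.25 set for this test. The genes were picked because Table S1, which comes from the same arrays, does not list them as changed. Their low median in females therefore cannot decide whether tissue carried over was the source of *Prss3* there. The value in males lay between the bounds of 0.25 and 1 set for this test, and the explanation could not be told apart from a change in the epithelium in males. The comparisons of males with WT subtract the same WT male pools, so a low signal in these pools may also be the source. In *Fabp6*-/- and *Fabp2*-/-;*Fabp6*-/- females the median was −0.47 (−0.62 to −0.30) and −0.66 (−0.89 to −0.55) against WT females. The same acinar genes had a median of 1.01 (0.88 to 1.09) in WT females against WT males, 0.65 (0.49 to 0.80) in *Fabp6*-/- males and 0.49 (0.39 to 0.53) in *Fabp2*-/-;*Fabp6*-/- males. *Ctrc* had 0.49, 0.33 and 0.26 in these comparisons against 3.47 in *Fabp2*-/- males, so it did not rise there as it did in *Fabp2*-/- males, and as a single gene it leaves the source open.

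Over the 4 genotypes 32 genes were called between the sexes. Of 101 splits of the 16 pools with 2 of the 4 pools of each genotype on each side, 1, the real one, gave as many genes. The highest count of the other splits was 25 and their median 0, which argues against a grouping by chance for the 32 genes as a set. They include *Xist*, *Eif2s3y*, *Kdm5d* and *Uty*, which differ between the sexes in any case. The 28 autosomal genes were not compared with the splits on their own.

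Called in all 4 comparisons of mice lacking *Fabp2*, in 1 direction, were 14 genes, of which 7 lie on chromosome 3, 5 on chromosome 9 and 10 were lower. The 7 include the disrupted *Fabp2* itself, and chromosome 3 held 5.1% of the tested genes. On chromosome 9 they were *Bco2*, *Calml4*, *Me1*, *Pclaf* and *Sh3bgrl2*, chosen after their values were seen. The *Pclaf* probe set of highest mean signal gave 0.0816 in *Fabp2*-/- males, against the call of a fall.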
